# A 3D gene expression atlas of the floral meristem based on spatial reconstruction of single nucleus RNA sequencing data

**DOI:** 10.1038/s41467-022-30177-y

**Published:** 2022-05-20

**Authors:** Manuel Neumann, Xiaocai Xu, Cezary Smaczniak, Julia Schumacher, Wenhao Yan, Nils Blüthgen, Thomas Greb, Henrik Jönsson, Jan Traas, Kerstin Kaufmann, Jose M. Muino

**Keywords:** Computational biology and bioinformatics, Shoot apical meristem, Plant molecular biology

## Abstract

Cellular heterogeneity in growth and differentiation results in organ patterning. Single-cell transcriptomics allows characterization of gene expression heterogeneity in developing organs at unprecedented resolution. However, the original physical location of the cell is lost during this methodology. To recover the original location of cells in the developing organ is essential to link gene activity with cellular identity and function in plants. Here, we propose a method to reconstruct genome-wide gene expression patterns of individual cells in a 3D flower meristem by combining single-nuclei RNA-seq with microcopy-based 3D spatial reconstruction. By this, gene expression differences among meristematic domains giving rise to different tissue and organ types can be determined. As a proof of principle, the method is used to trace the initiation of vascular identity within the floral meristem. Our work demonstrates the power of spatially reconstructed single cell transcriptome atlases to understand plant morphogenesis. The floral meristem 3D gene expression atlas can be accessed at http://threed-flower-meristem.herokuapp.com.

## Abstract (web summary)

Single-cell transcriptomics allows gene expression heterogeneity to be assessed at cellular resolution but the original location of each cell is unknown. Here the authors combine single nuclei RNA-seq with 3D spatial reconstruction of floral meristems to link gene activities with morphology.

## Introduction

Characterizing gene expression dynamics and heterogeneity at single-cell resolution is essential to understanding the molecular mechanisms underlying cellular differentiation in multicellular organisms. Technologies based on cell dissociation^1–3^ or nuclei isolation^4–7^ combined with high-throughput transcriptome sequencing (scRNA-seq/snRNA-seq) allow for the characterization of the transcriptomes of hundreds of thousands cells at single-cell resolution. However, the physical location of these cells is lost during the experimental process. In plants and other multicellular organisms, cell fate strongly depends on its precise position within the developing organism^8^. Therefore, it is essential to characterize gene expression patterns of each cell in their native physical context to fully understand the link between gene activity and organ development.

In recent years, there has been a strong development in the field of spatial transcriptomics^9–11^. However, to date, only one study in plants has been published using an early version of the 10x Visium technology with limited cellular resolution^12^. This lack of technological adaptation of spatial transcriptomics to plants maybe because of the difficulties with the enzymatic permeabilization of the cell wall. Single-molecule FISH (smFISH) and other high-resolution FISH experiments are also rarely used in plant studies^13,14^ due to the endogenous autofluorescence of many plant cells^13^.

Mapping of scRNA-seq transcriptomes into a computational representation of the studied organ/structure provides an alternative method for spatial reconstruction of omics data. Two seminal papers implemented this idea by mapping scRNA-seq data to a computationally binned spatial map consisting of the expression of ~100 reference genes^15,16^. This idea, with different implementations, was successfully followed by others in diverse tissues and organisms^17–22^. New methods aim to combine scRNA-seq with high-throughput spatial transcriptome data (e.g., MERFISH, Slide-seq) that collect the expression of thousands of reference genes. They are based on the projection of the scRNA-seq and the spatial transcriptomes into a common latent space e.g., SEURAT^23^, Liger^24^, Harmony^25^, gimVI^26^, SpaGe^27^. In general, there is a tendency to develop computational methods that require a large number of reference genes, which limits these tools to organisms with extensive spatial transcriptomics resources.

In plants, spatiotemporal gene expression patterns are usually established using traditional in situ *hybridization* or by confocal microscopy of promoter fusions to fluorescent reporters. Confocal microscopy has the advantage that it can be used to reconstruct 3D structures by combining several z-stack images^28–32^. In addition, combined with live image microscopy, the temporal dynamics of gene expression and morphology development can be reconstructed^32,33^. In this way, Refahi et al.^32^ combined the information on spatiotemporal expression patterns of 28 regulatory genes into 3D reconstructed *Arabidopsis* flower meristems, ranging from initiation to stages 4, 5 of flower development. These methods are limited by the low number of genes profiled per experiment. Therefore, tools to integrate scRNA-seq with expression data of defined, limited sets of 3D reference gene expression patterns need to be developed for spatial reconstruction of single-cell transcriptomes in plants.

Here, we adapted novoSpaRc^34^, a methodology for spatial reconstruction of single-cell RNA-seq data, to generate a 3D single-cell transcriptome atlas of a floral meristem by integrating single-nuclei RNA-seq and a 3D reconstructed flower meristem^32^. NovoSpaRc reconstruction aims to explicitly preserve the transcriptome similarity among closely located scRNA-seq cells in the spatial map, while maximizing the transcriptome similarity between the scRNA-seq cells and the cells of the spatial map to which they are assigned. In such a way, novoSpaRc performance is less affected by the number of reference genes than other methods, and, in theory, it can also be used without any reference genes^34^. Such property makes novoSpaRc an ideal method for plant single-cell data considering the low number of available reference genes in plant tissues. However, novoSpaRc was developed to make use of spatial 2D continuous reference gene expression maps, while the 3D expression spatial map of floral meristem generated by Refahi et al.^32^ is binary. We adapted the methodology for reconstructing single-cell transcriptomes in 3D making use of binary reference gene expression data. By this, we were able to generate an atlas of gene expression in different meristematic domains and spatially trace the earliest stages of tissue differentiation within the *Arabidopsis* flower. In summary, these results provide a primer for future initiatives to generate plant organ 3D atlases of gene expression.

## Results

### snRNA-seq of *Arabidopsis* floral meristems

In order to obtain genome-wide gene expression profiles in the floral meristem at the single-cell level, we use a system for synchronized floral induction^35^ (*pAP1*:AP1-GR *ap1-1 cal-1*^35^) to maximize the collection of plant material from the desired developmental stage (stage 5, 4 days after DEX-induction). We chose to study stage 5 of flower development because of the availability of several –omics datasets from this stage^35–37^, which are needed to validate the performance of the method. At stage 4, 5^38^, the flower whorls get established by homeotic gene activity, therefore being an excellent stage to study the initial steps of floral organ specification.

We performed single-nuclei RNA-seq (snRNA-seq)^4,7^, where nuclei were collected by fluorescence-activated DAPI-stained nuclei sorting (FANS) after 4 days (stage 5) of DEX-induction. We isolate nuclei instead of protoplasts to avoid the transcriptome changes that protoplast may create^4,39,40^. After, snRNA-seq datasets were produced using the 10x Chromium system. In this way, Cell Ranger v3.1.0 identified 7716 single-nuclei transcriptomes with a median of 1110 genes expressed per nucleus. The low number of reads mapping to mitochondria genes (<5%) indicates low organelle contamination (Supplementary Fig. 1). Figure 1a shows that snRNA-seq is able to recapitulate (R = 0.88) the expression profile of bulk RNA-seq data obtained from the same stage and tissue type. Analysis of the data using Seurat v3.2.3 identified 12 main clusters and the marker genes defining these clusters (Supplementary Data 1). To annotate the clusters, we identified the top 20 marker genes specific for each cluster and plotted the expression of these marker genes in publicly available bulk RNA-seq datasets of different tissues and floral stages (Fig. 1d and Supplementary Fig. 2). In addition, we calculated the average expression of known floral meristem marker genes in the 12 snRNA-seq clusters (Fig. 1c).

**Fig. 1:**
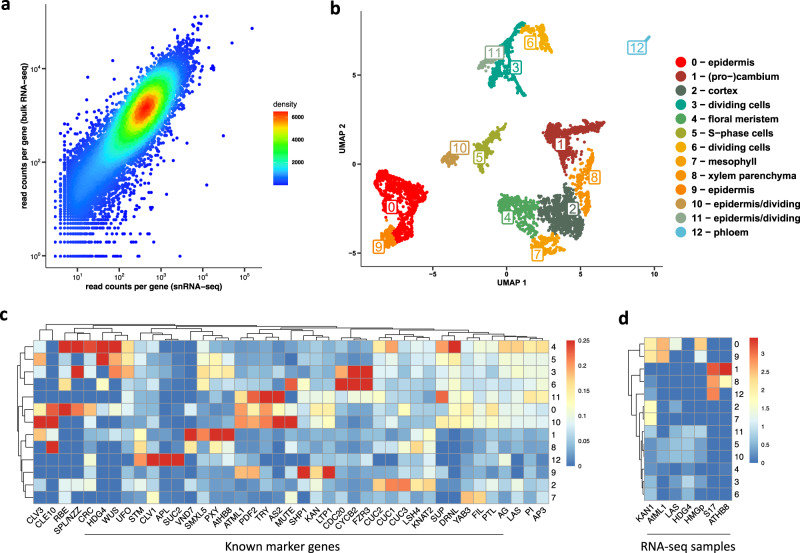
Single-nucleus RNA-sequencing of *Arabidopsis* floral meristems. **a** Reproducibility (R = 0.88) of the gene expression estimated from computationally pooling all nuclei from our snRNA-seq compared to bulk RNA-seq of stage 5 flower meristem (average of three biological replicates). **b** UMAP plot and clustering snRNA-seq analysis of *Arabidopsis* floral meristems obtained by Seurat analysis. **c** Average relative expression of known floral markers on the identified snRNA-seq clusters. **d** Relationship between domain-specific shoot apical meristem bulk RNA-seq datasets profiled by (Tian et al.^67^) and the snRNA-seq clusters. The heatmap shows the relative average expression of the top 20 marker genes for each snRNA-seq cluster (y-axis) on domain-specific shoot apical meristem bulk RNA-seq datasets. For example, the top 20 marker genes of cluster 1 have a high specific expression on the ATHB8-domain, meaning that they are specific to this domain. See Supplementary Fig. 2 for expression profiles in other plant domains/stages.

We were able to recover the main tissue types present in the meristem, including different epidermal as well as vascular tissue types. The clusters appear to be dominantly grouped by the tissue where they are located (epidermis versus vasculature, and parenchyma), and their cell cycle status. The four epidermis clusters (0, 9, 10, and 11) show specific expression of *MERISTEM LAYER 1 (ATML1*^41^ and *PROTODERMAL FACTOR 1/2 (PDF1/2)*^42^ (Supplementary Data 1 and Supplementary Fig. 3). Clusters 0 and 9 are distinguished by the expression of individual marker genes such as *TRIPTYCHON (TRY)*^43^*, TRICHOMELESS1 (TCL1)*^44^, and genes involved in wax composition which indicates epidermal cells that will develop trichomes (cluster 0) or not (cluster 9). Clusters 10 and 11 represent dividing epidermal cells, marked by the expression of genes coding for histones which is characteristic of the S-phase and genes involved in cell division (Supplementary Data 1 and Supplementary Fig. 3).

Clusters 1, 8, and 12 can be classified as vasculature (Fig. 1d). More specifically, cluster 1 corresponds to vascular stem cells, as marked by cambium (Supplementary Fig. 2c) expressing markers genes such as *PHLOEM INTERCALATED WITH XYLEM (PXY)* and *SMAX1-LIKE 5 (SMXL5)*^45^ (Supplementary Fig. 3). Cluster 12 contains cells that are associated with phloem, containing the marker genes *ALTERED PHLOEM DEVELOPMENT* (*APL*)^45,46^ (Supplementary Fig. 3). Cluster 8 is enriched for vascular xylem parenchyma genes, for example, *CYTOCHROME P450, FAMILY 708 (CYP708A3)*^45^ (Supplementary Fig. 3), and shows signatures of cell expansion and cellulose biosynthesis. It should be noted that in this dataset, no mature xylem vessels or phloem sieve elements can be expected because these structures lack a nucleus.

The analysis of marker genes of cluster 2 shows an enrichment on genes involved in the starch catabolic process as well as genes expressed in the cortex such as *CHALLAH (CHAL)*^47^; (Supplementary Fig. 3) and *JACKDAW* (*JKD*)^48^, which indicates that cluster 2 represents cortex. Cluster 4 represents the floral meristem, containing specific markers such as *APETALA3* (*AP3*)^49^, *REPRODUCTIVE MERISTEM 34 (REM34)*^50^ (Supplementary Fig. 3). Cluster 7 corresponds to cells that differentiate into mesophyll, e.g., in sepals or pedicel, and it shows a specific expression of marker genes such as *LIPOXYGENASE 2* (*LOX2*)^51^ (Supplementary Fig. 3) and *REDUCED CHLOROPLAST COVERAGE* (*REC1*)^52^.

Clusters 3, 5, 6, 10, and 11 denote dividing cells (Supplementary Fig. 3). Cluster 3 is a cluster showing enriched expression of several cell-cycle associated genes. Cluster 5 shows specific activation of many histone genes whose activity is associated with the S-phase of the cell cycle, as well as some genes involved in cell proliferation and cell growth (e.g., *AINTEGUMENTA*^53^). Cluster 6 is enriched in cell cycle markers, in particular *CELL DIVISION CYCLE 20.2* (*CDC20.2*), which accumulates in the nucleus from prophase until cytokinesis^54^. Clusters 10 and 11 are epidermal cells in different cell cycle phases as described before.

Unsupervised clustering has been successfully used for the analysis of scRNA-seq data, however, one of the major drawbacks of this approach is that it identifies groups of cells depending on their transcriptome variance, and therefore it may miss cell types of biological interest without sufficient biological variance in the system. For example, we were not able to distinguish clusters representing individual floral whorls, likely because the transcriptome variance between tissue types such as epidermis and vasculature is much greater than between different whorls, at least at this stage of development. In addition, the correspondence of each cell cluster to a particular homogeneous physiological cell type is not guaranteed. For example, cluster 1 represents vascular (pro)cambium, but close inspection of this cluster (Supplementary Fig. 3) reveals specific expression of *PXY* (a marker of proximal cambium) and *SMXL5* (a marker of distal cambium) in separate regions of the cluster. This provides additional justification for the development of a method to map the snRNA-seq transcriptomes to a physical representation of the plant tissue/organ at study. In the next sections, we describe how we map snRNA-seq data to a spatial expression map of the floral meristem that will enable the selection of the group of cells of interest (e.g., floral whorls).

### Reconstructing gene expression by snRNA-seq and microscopy image integration

We used novoSpaRc^34^ to integrate snRNA-seq data and a published 3D reconstructed *Arabidopsis* stage 4, 5 floral meristem (“spatial map”) that has information on the expression pattern of 28 genes (“reference genes”)^32^. To adapt novoSpaRc to map single-nuclei transcriptomes to the 3D floral meristem map with a binary expression of the reference genes, we implemented three main modifications:

1. Filtering**:** snRNA-seq was performed on the “cauliflower-like” meristem plant material, which may contain cells from regions (e.g., short pedicels and stems) that were not present in our spatial map. Therefore, we set up a filtering procedure to eliminate snRNA-seq transcriptomes that were too dissimilar to the transcriptomes of the spatial map (see Material and Methods for details).
2. Genes used for calculating snRNA-seq transcriptome distances**:** The original novoSpaRc pipeline calculates the distance between snRNA-seq transcriptomes using a set of genes selected depending on their variability across the snRNA-seq transcriptome (highly variable genes). Because in our dataset these highly variable genes were not enriched among the known flower marker genes, we also used the top 100 genes with the highest expression correlation with the reference genes, which included very well-known floral regulator genes, to calculate this distance.
3. The distance used to calculate dissimilarity between spatial map and snRNA-seq transcriptomes**:** The original novoSpaRc pipeline calculates distances between transcriptomes from the spatial map and snRNA-seq data using the Euclidean distance. Because our spatial map data is binary, we also employed two other distances commonly used for binary data: Hamming and Jaccard distances.

Subsequently, we studied the performance of these modifications by calculating the area under the receiver operating characteristic (AUROC) for predicting the expression of each reference gene when this gene was removed from the spatial map during the data integration step. Supplementary Fig. 4 shows the general good performance (AUROC) of our method for each gene and parameter combination tested. Three genes, *HISTIDINE PHOSPHOTRANSFER PROTEIN 6* (*AHP6*), *AUXIN RESPONSE TRANSCRIPTION FACTOR 3* (*ARF3*, *ETTIN*), and *CLAVATA3* (*CLV3*), had very low performance independently of the parameters used (see next paragraph for an explanation). Therefore, we calculated the overall performance of the method as the average AUROC of all genes except *AHP6*, *ETTIN*, *CLV3*, and *WUSCHEL (WUS)*. *WUS* was excluded due to the low number of cells (*n* = 8) where it was expressed in the spatial map. In general, modifications improved the performance of the original novoSpaRc pipeline (Supplementary Fig. 5). In particular, using the Jaccard distance had a positive impact on the performance of the method in this particular dataset (Supplementary Fig. 5). In our hands, other datasets show different optimal parameter settings, but filtering always improves the performance. For visual comparison, Fig. 2 shows the reconstructed expression of representative genes whether our modifications are applied or not. In particular, *APETALA3* (*AP3*) and *SEPALATA3* (*SEP3*) are the genes showing the biggest differences (see also Supplementary Fig. 4). For the final prediction, modifications and the parameter values which maximized the average AUROC were used to reconstruct gene expression using the whole spatial map dataset (see Material and Methods).

**Fig. 2:**
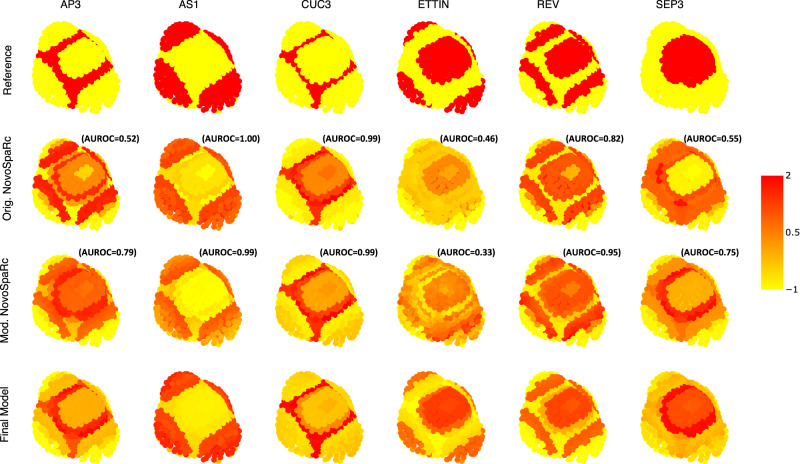
Examples of reconstructed expression patterns for representative genes in *Arabidopsis* floral meristem. The top row shows the reference expression obtained from the spatial reference map. The second and third row is the reconstructed expression using the parameters that maximize the average AUROC when the gene to be predicted is removed from the data integration step and the original novoSpaRc pipeline (second row) or our modified pipeline (third row) is used. The bottom row is the final reconstructed expression using all the spatial map data. To facilitate visual comparison, we standardized the expression of each gene to have a mean of 0 and a variance of 1. The expression of other genes can be visualized at http://threed-flower-meristem.herokuapp.com.

As mentioned before, three genes (*ETTIN*, *AHP6*, and *CLV3*) had low performance (AUROC close to 0.5) for any set of parameter values used when these genes were removed from the spatial map during the data integration step. We hypothesized that this is because cells expressing these genes are not expressing any of the other reference genes used, and therefore, these cells cannot be correctly mapped. We measured this expression-dependency as the maximum Spearman correlation value of a particular gene against any other gene from the reference list in the snRNA-seq data. We call this value the predicted estimation performance (PEP) for a particular gene. Indeed, there is a strong correlation between the performance of the method (AUROC) and PEP for each gene (Supplementary Fig. 6a), which indicates that we can use it as a predictor of the performance of the method for each particular gene. As we sequentially eliminate genes from the spatial map prior to gene expression reconstruction, starting with the highest correlated reference gene, and therefore decreasing the PEP value of that reconstructed gene, we see a drop in the performance (AUROC) (Supplementary Fig. 6b). However, when we sequentially eliminate reference genes starting with the lowest correlated reference gene, there is no evident decrease in performance (Supplementary Fig. 6c).

Based on Supplementary Fig. 6a, we chose a PEP threshold of 0.13 to decide which genes (*n* = 1306) we consider to have a reliable expression prediction. We obtained this threshold as the point in Supplementary Fig. 6a where the AUCROC starts to be bigger than 0.5. As the PEP value is estimated without using the spatial map, it can be used to select a set of reference genes for future experiments in order to maximize the number of correctly predicted genes. The number of genes with high PEP values (*n* = 1306 for PEP > 0.13) is mainly influenced by the number of reference genes in the spatial map. Therefore, when using a higher number of reference genes, higher PEP values are obtained per gene (Supplementary Fig. 7).

To validate the predictions of spatial gene activity in the floral meristem, we analyzed expression patterns of a set of genes by reporter gene analysis *in planta* (Fig. 3). In brief, promoter-GFP fusions were stably expressed in *A. thaliana*, and stage 4, 5 floral meristems were analyzed using confocal laser scanning microscopy. As expected, in vivo expression patterns highly correlated with reconstructed expression patterns of genes used as reference genes (*ETTIN; SHOOT MERISTEMLESS*, *STM*, and *MERISTEM LAYER 1*, *ATML1*) as well as genes with high PEP scores, e.g., AT1G62500 (*CO2*, PEP = 0.17), while there was lower overlap with reconstructed expression patterns of genes with low PEP scores, such as *SHORT ROOT* (*SHR*, PEP = 0.15), and *PIN-FORMED 1* (*PIN1*, PEP = 0.14). In general, the prediction broadly recovered the cells and tissues that show activities of the genes, but some gene expression patterns were more restricted in the reporter gene analyses (e.g., *SHR*, *PIN1*). This could be explained by the limited set of reference genes that was used for the prediction, in particular in the periphery where few reference genes were available, but also by the possibility that the reporter gene constructs do not contain all regulatory elements needed for correct spatial expression of the genes.

**Fig. 3:**
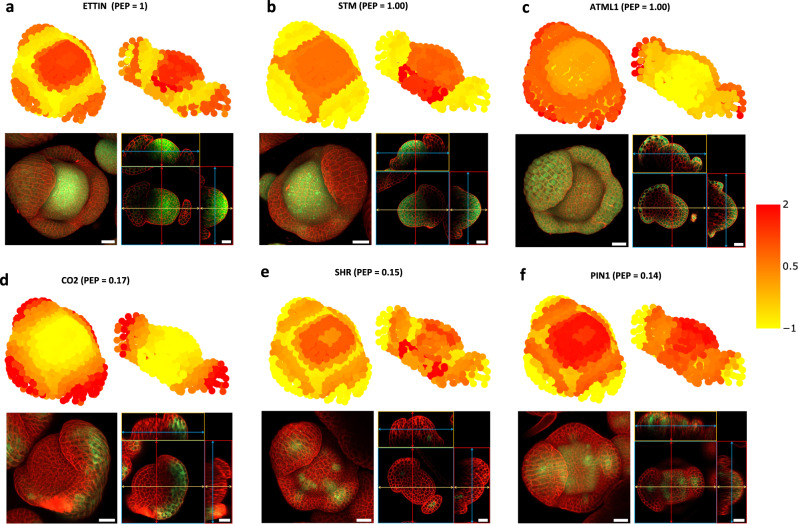
Validation of reconstructed gene expression patterns with reporter gene assays. Upper part in **a**–**f** shows the predicted expression of ETTIN, STM, ATML1, CO2, SHR, and PIN1 from the top and cross-section view of stage 4–5 flower meristems. To facilitate visual comparison, we standardized the expression of each gene to have a mean of 0 and a variance of 1. Titles include gene symbol and PEP score for the predicted 3D expression profile. The lower part in **a**–**f** shows the GFP expression pattern (green) for plant lines under the control of the respective promoter, as detected by confocal laser scanning microscopy in *A. thaliana* stage 4–5 flower meristems. Confocal images show the flower meristem from the top (left) as well as different orthogonal sections (right). Cell walls were stained using propidium iodide (red). Scale bars indicate 20 µm. At least five independent transgenic lines were investigated for each of the ETT, STM, and ATML1promoter-reporter fusions. One single CO2, SHR, and PIN1 promoter-reporter line was obtained as part of the BREAK line set (Marquès-Bueno et al.^62^). For each of the BREAK lines, the experiment was performed at least twice.

### Identifying floral meristem expression domains and their temporal dynamics

Another advantage of our method is that we can identify expression domains in the flower meristem. For this, we set our clustering method (see Methods) to identify 15 expression domains in the whole flower meristem (Supplementary Fig. 8a, b). Recently, Refahi et al.^32^ have identified 11 expression domains in the L1 layer of the flower meristem using a large set of RNA in situ hybridization or confocal microscopy experiments, which we reproduce in Supplementary Fig. 8c. Our method identified seven expression domains in the L1 layer (Supplementary Fig. 8a) with an almost perfect correspondence with Refahi et al.^32^ (Supplementary Fig. 8d), therefore validating our methodology. We used this correspondence to transfer the names of the expression domains of Refahi et al.^32^ to our identified domains in the L1 layer. In addition to the L1 layer’s domains, our method is also able to identify different expression domains deep in the flower meristem which mostly are associated with the expression of vascular-specific marker genes (Supplementary Fig. 8e). The experimental validation of these new domains in the meristem is presented in further sections of this manuscript. Refahi et al.^32^ may have missed these new domains because their experiment started with a pre-selection of genes that didn’t include any vascular marker gene; this drawback is not present in our method since we don’t need to pre-select genes to be studied. However, our method is not able to resolve the AGAMOUS domain with the resolution of Refahi et al.^32^ showing that selecting genes to be used in the clustering process also has some advantages. When compared to the clusters identified in the analysis of the snRNA-seq data (Fig. 1b), our method is able to identify particular morphological domains, whereas the cluster analysis of the snRNA-seq data is limited to groups of cells with similar transcriptomes (e.g. similar cell cycle stage) that are not necessarily linked to specific flower meristem domains.

Next, to also integrate temporal information, we exemplify our methodology with a second time point. We collect plant material from day 3 after DEX-induction using the same system for synchronized floral induction (*pAP1*:AP1-GR *ap1-1 cal-1*) as before. We chose this time point because the flower morphology is almost identical to day 4 after DEX-induction, which will allow us to use the same reference spatial map as before and, therefore, to allow us a straightforward comparison of the changes in gene expression happening between these two time points. It is important to note that no automatic method is available to link 3D microscopy-based reconstructed meristems with very different morphologies^32^, so using an earlier time point, although biologically interesting, will not allow us a straightforward comparison between time points. In this way, Cell Ranger v3.1.0 identified 9792 single-nuclei transcriptomes with a median of 954 genes expressed per nucleus and a low number of reads mapping to the organelles (Supplementary Fig. 9a–d) in the sample collected three days after DEX-induction. Supplementary Fig. 9e shows that snRNA-seq is able to recapitulate (R = 0.88) the expression profile of bulk RNA-seq data obtained 4 days after DEX-induction. Using Seurat v3.2.3, we identified 11 clusters (Supplementary Fig. 9f). We integrated the snRNA-seq data with the reference spatial map using novoSpaRc with the same parameters as before. As expected, the expression domains obtained by clustering the predicted spatial expression profiles are almost identical between both time points, with just some differences in the sepal primordia (Supplementary Fig. 8a, b and Supplementary Fig. 10a, b). As we have mapped both time points to the same reference spatial map, we can calculate the average gene expression for each identified expression domain at each time point (Supplementary Fig. 10c). For example, for cluster 15:“carpel boundary” (Supplementary Fig. 10d), we identified several genes up- or down- regulated in the early time point, including important floral regulators as *GENERAL REGULATORY FACTOR 2* (*GRF2*), *PSEUDO-RESPONSE REGULATOR 5* (*PRR5*), *D6 PROTEIN KINASE* (*D6PK*), or *LIGHT SENSITIVE HYPOCOTYLS 4* (*LSH4*). Next, we were curious if the genes that increase in expression between day 4 compared to day 3 (log2foldchange >1) for each expression domain will be good predictors of the genes expressed in the mature flower organs that originated from each of these domains. Indeed, when we plot the average expression of the set of genes increasing in each domain, we see a specificity for genes expressed in the mature floral organ that will be raised from these domains (Supplementary Fig. 10e), indicating that some of the gene programs that will be active in the mature floral organ start to be activated at this early stage of flower meristem development.

### Quantitative gene expression reconstruction of AG- and AP3- floral meristem domains

Next, we evaluated the performance of spatial expression reconstruction on day 4 after DEX-induction to study quantitative gene expression in particular domains that give rise to the different organ types in the flower. In *Arabidopsis* flower development, the identities of different organ types are determined by floral homeotic transcription factors. In particular, sepals are specified by the activity of *APETALA1 (AP1)*, petals are defined by the combination of *AP1* and *APETALA3 (AP3)*, stamens are specified by *AP3* and *AGAMOUS (AG)*, and the carpels is determined by *AG* activity.

We estimated the expression of a gene in the *AP3-* and *AG-* domains of the 3D reconstructed meristem, as the average expression of that gene in the cells which had a positive expression of *AP3* or *AG* reference genes, respectively. To validate these results we generated sorted nuclei RNA-seq (FANS RNA-seq) from floral meristems expressing nuclear targeting fusion protein (NTF)^55^ in *AP3* vs. *AG*-expression domains after 4 days of DEX- induction. The GFP-containing NTF protein was transcribed under the control of the *AP3* promoter (*pAP3*::NTF) and the second intron of *AG* (*pAGi*::NTF) in the floral induction system (*pAP1*:AP1-GR *ap1-1 cal-1)*^35^. 

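AP3 (AT3G54340) lies on chromosome 3 of the TAIR10 assembly from 20119140 to 20121314, and AG (AT4G18960) lies on chromosome 4 from 10382856 to 10388539. The annotated second intron of AG spans 10384147 to 10386981 (2835 bp) in 3 of the 4 annotated AG transcripts, and 10384147 to 10387145 (2999 bp) in the remaining one. The authors counted reads over whole genes, introns included. Unspliced nuclear transcripts of AG and any reads from the intron carried by pAGi::NTF were therefore counted to AG alike.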

The expression patterns of *pAP3*::NTF and *pAGi*::NTF were visualized by confocal microscopy (Supplementary Fig. 11) and the nuclei of *AP3*- or *AG*-expression domains were sorted based on the positive GFP signal in FANS.

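The FANS RNA-seq data are RNA of GFP-positive nuclei sorted by flow cytometry from inflorescences after 4 days of DEX-induction. NTF carries GFP to the nuclear envelope, so a nucleus is sorted by the activity of the regulatory sequence that drives it. There are 3 libraries labelled AP3 (library codes X13, X16 and X74) and 3 labelled AG (X14, X26 and X71), and the labels give no replicate numbers that would pair them. The authors deposited unnormalized read counts per gene for the 6 libraries, and a table of variance stabilized values for 4 of them, X13 and X16 for AP3 and X14 and X26 for AG. The paper speaks of both biological replicates of each domain, and these 4 were taken as the paper's libraries. DESeq2 log2 fold changes computed on these 4 libraries had a Pearson's r of 1 with those listed in Supplementary Data 2 across 1267 genes, against 0.98 with the 6 libraries. The paper gives no reason for leaving out X74 and X71. They had more genes with a read, 26717 in X74 and 26489 in X71, against 22923 (X26) to 23439 (X14) in the others. One is labelled AP3 and the other AG, and the main test below had no block for this difference.
The counts over genes came to 42089156 in X13 and 32436500 in X16, and to 28808948 in X14 and 31704305 in X26. They came to 35897929 in X74 and 33550810 in X71, which gives a median of 35897929 for AP3 and 31704305 for AG over the 6 libraries. Between 2.39% and 4.56% of the counts of a library fell on organelle genes, and between 6.73% and 14.6% on the 10 most counted genes. The headers of the count files name featureCounts 1.6.0 on whole genes without strand, whereas the methods name another version with default parameters. Genes that overlap, or have an antisense gene, are therefore less certain. Here, organelle genes were left out and genes with more than 10 reads in at least 2 libraries were kept, which left 19508 genes for the paper's 4 libraries and 20013 for the 6. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Standard errors given with edgeR were derived from that test, as the absolute log2 fold change divided by the square root of its F statistic.
The AP3 transcript reached 126 CPM (counts scaled to library size) in X13 and 207 in X16, against 58.1 in X14 and 12.2 in X26, a log2 fold change (AP3/AG) of 2.24 (standard error 0.63, adjusted p = 0.0944 from edgeR on the 4 libraries). The unused X74 had 239 CPM and the unused X71 had 41.4. Over the 6 libraries, the AP3 transcript was at 191 ± 58.1 CPM (SD, n = 3) in the libraries labelled AP3 and 37.2 ± 23.3 CPM (SD, n = 3) in those labelled AG. The log2 fold change was 2.36 (standard error 0.50, adjusted p = 0.0216 from edgeR). Without X16 the adjusted p from edgeR was 0.0661 and without X71 0.0669. Across the alternatives, of which organelle genes kept and no filter beyond 1 read were run for counts of genes only, the adjusted p from edgeR or DESeq2 ran from 2.37e-06 to 0.18. The AG transcript was not higher in the libraries labelled AG. It was at 41.5 CPM in X13 and 75.4 in X16, against 38.4 in X14 and 14.2 in X26, with 94.3 in X74 and 41.2 in X71. Its log2 fold change was 1.15 over the 4 libraries (standard error 0.47, adjusted p = 0.264 from edgeR) and 1.17 over the 6 (standard error 0.41, adjusted p = 0.141 from edgeR). Its adjusted p ran from 0.0289, with DESeq2 on the 6 libraries, to 0.287 with edgeR without X74. The difference in the AG transcript thus went against the labels, and the libraries are named here by their labels. The ratio of AG to AP3 counts, however, was 0.329, 0.365 and 0.395 in X13, X16 and X74, and 0.661, 1.17 and 0.994 in X14, X26 and X71. Each library labelled AG had a higher ratio than each library labelled AP3 (2-sided exact permutation test over the 6 libraries, p = 0.1, the smallest that 3 against 3 libraries allow).

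**Figure D1:**
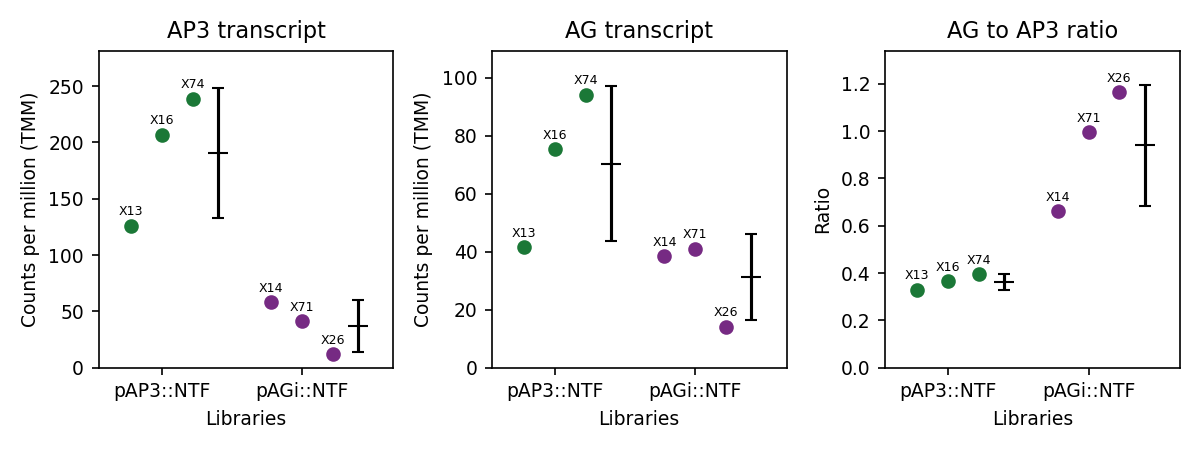
Counts scaled to library size (CPM, with TMM normalization) of the AP3 and AG transcripts and the ratio of AG to AP3 in each library. Points are libraries with their codes, bars show the mean and SD of 3 libraries. The AG to AP3 ratio lies between 0.329 and 0.395 in the libraries labelled AP3 and between 0.661 and 1.17 in those labelled AG.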

Transcriptomes retrieved from the spatially reconstructed *AP3* and *AG* domains in the floral meristem showed a high correlation with the domain-specific bulk RNA-seq expression (Rho = 0.89 for *AP3*- and Rho = 0.88 for *AG*- domain when using genes with a PEP higher than 0.13). This was close to the correlation obtained among the bulk RNA-seq biological replicates (Rho = 0.95 for *AP3* and Rho=0.93 for *AG*) when using the same set of genes (Fig. 4), which indicates a very good performance of the method. 

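Supplementary Data 2 as used here lists 1270 genes with a PEP above 0.13, whereas the paper gives 1306, and each of the 1270 passed the read filter in the paper's 4 libraries and in the 6. The predicted expression of the whole AP3 and AG domains was not analysed here, so the values that follow are of the measured side alone. The variance stabilized expression of the listed genes had a median of 10.2, against 9.98 for the 20013 genes kept. The mean of the libraries labelled AP3 and the mean of those labelled AG had a Spearman's rho of 0.889 across the listed genes for the paper's 4 libraries and of 0.898 for the 6. Both are correlations across genes, which are not independent replicates, and have no p-value.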

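Each pair of libraries was compared by the rank correlation of variance stabilized expression across the listed genes. For the paper's libraries, rho was 0.954 between X13 and X16, labelled AP3, and 0.934 between X14 and X26, labelled AG, with the authors' deposited table of variance stabilized values giving the same figures. With the unused X74, rho was 0.937 to X13 and 0.970 to X16, and the 3 AP3 pairs had a mean of 0.954 ± 0.0164 (SD, n = 3 pairs). With the unused X71, rho was 0.974 to X14 and 0.938 to X26, and the 3 AG pairs had a mean of 0.949 ± 0.0223 (SD, n = 3 pairs). Pairs share libraries, so these SDs describe the spread only.
Pairs of 1 AP3 and 1 AG library had a mean rho of 0.865 ± 0.0511 (SD, n = 4 pairs) in the paper's libraries and 0.869 ± 0.0417 (SD, n = 9 pairs) in the 6. The highest was 0.928, between X16 and X14, and the lowest 0.815, between X13 and X26. Over the listed genes, every pair within a domain therefore had a higher rho than every pair across domains, in the 4 libraries and in the 6. With all 20013 genes in place of the listed ones, the mean rho rose to 0.971 for AP3 pairs, 0.968 for AG pairs and 0.944 for pairs across domains. Over all genes, the ordering of pairs was lost in the 4 libraries and in the 6, since the pair X16 and X14 across domains had a rho of 0.971, and X14 and X26 within AG one of 0.964. For AG pairs, leaving out X26 moved the mean most, to the 0.974 of X14 and X71. Counts of replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom between 41.9 and 192, so none was counted as a library deposited again.

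**Figure D2:**
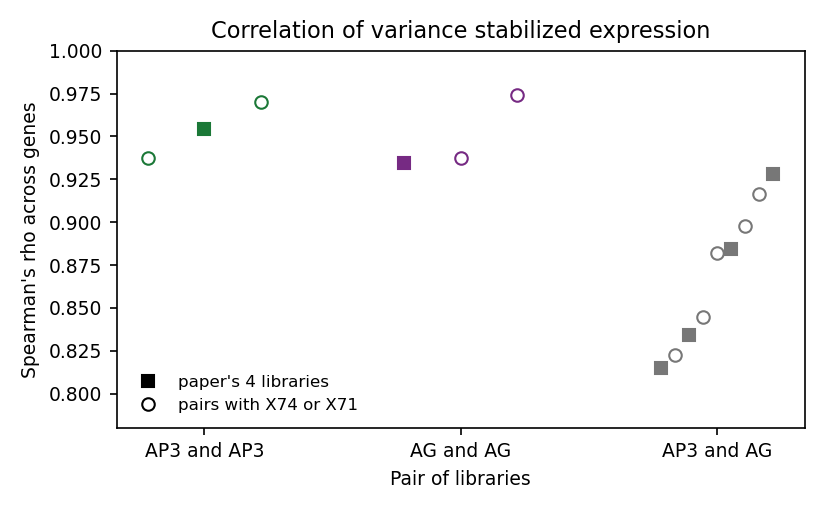
Spearman's rho across the 1270 listed genes for each pair of libraries (vertical axis, which does not start at 0), grouped by domain. Filled squares are pairs of the paper's 4 libraries and open circles are pairs with X74 or X71. Pairs within AP3 or AG lie between 0.934 and 0.974 and pairs across domains between 0.815 and 0.928.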

Even more interesting, the reconstructed expression was able to recover the log_2_ fold-change gene expression between both domains (Supplementary Fig. 12a, Rho = 0.37) when using genes with a PEP higher than 0.13 (*n* = 1306). In particular, the obtained correlation was very close to the correlation of the log_2_ fold-change gene expression obtained from the bulk RNA-seq biological replicates when using the same set of genes (Rho = 0.47, Supplementary Fig. 12c). This indicates that spatially reconstructed transcriptomes are able to predict domain-specific differential gene expression. 

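Supplementary Data 2 gives a predicted value for each of 4 regions of the meristem, named AGOnly, AGAP3, AP3AP1 and AP1Only. With equal weight for each region, the predicted AP3 domain minus the predicted AG domain is proportional to AP3AP1 minus AGOnly, and this difference stood for the predicted fold change. Supplementary Fig. 13 describes such averages as standardized for each gene, in which case the difference is not itself a log2 fold change. Its rank correlation with the measured log2 fold change across the listed genes was 0.265 in the paper's 4 libraries and 0.282 in the 6. Single pairs of 1 AP3 and 1 AG library gave between 0.186, for X13 and X71, and 0.363, for X74 and X26 (SD 0.0640, n = 9 pairs). The pair of the unused libraries X74 and X71 gave 0.317. Leaving out 1 library at a time gave from 0.236, without X74, to 0.309, without X71.
Taken region by region in the 6 libraries, the measured fold change had a rho of -0.356 with the predicted AGOnly value, -0.0437 with AGAP3, 0.104 with AP3AP1 and 0.309 with AP1Only. In the paper's 4 libraries these were -0.352, -0.0515, 0.0804 and 0.322. When the predicted difference was taken as the mean of AGAP3 and AP3AP1 minus the mean of AGOnly and AP1Only, which moved the result most, rho was 0.117.
Other ways of splitting the 6 libraries into 3 and 3 gave a comparison for the size of rho. Of the 10 such splits, the real one included, 3 had an absolute rho at least as large as the real split, a share that cannot fall under 0.1 in this design. The others were X13, X74 and X14 against the rest, with 0.297, and X13, X74 and X71 against the rest, with 0.320.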

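The labels do not say which AP3 library goes with which AG library, so the fold change was computed for every choice of 2 pairs that share no library. In the paper's libraries, the variance stabilized difference of X13 and X14 had a rank correlation of 0.471 across the listed genes with that of X16 and X26. The other pairing of the same libraries, X16 and X14 with X13 and X26, gave 0.616. The authors' deposited table gave 0.471 and 0.616 for these pairings. Over the 6 libraries there are 18 such choices, with a mean of 0.564 ± 0.0983 (SD, n = 18 choices that share libraries) and a range from 0.409 to 0.754. Choices that include the unused X74 and X71 as 1 pair gave 0.596 with X13 and X14, 0.754 with X16 and X14, 0.648 with X13 and X26 and 0.685 with X16 and X26. Computed over all 20013 genes, the mean fell to 0.354. The fold changes of single pairs thus had a higher correlation with each other, in each of the 18 choices, than with the predicted difference in any of the 9 pairs. That difference is AP3AP1 minus AGOnly, so the ordering need not hold for the paper's prediction of whole domains.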

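In the paper's 4 libraries, 1022 of 19508 genes had an adjusted p under 0.05 between the domains (75 higher and 947 lower in AP3), and in the 6 libraries 1554 of 20013 (273 higher and 1281 lower). The 2 sets shared 890 genes, each with the same direction in both. Markers of vascular tissue were among the genes higher in AG, with a median log2 fold change of -2.65 in the 6 libraries. Of the 41 such markers past the filter, 30 were called, all higher in AG. The calls may therefore reflect which nuclei were sorted as well as expression within the AP3 and AG domains, and these were not told apart. Among the listed genes, 114 were called in the 4 libraries (44 higher and 70 lower in AP3) and 211 in the 6 (117 higher and 94 lower). Adjusted over the list alone, 161 listed genes were called in the 4 libraries and 292 in the 6. The paper chose the list from snRNA-seq data and not from these libraries. In the 6 libraries, the 3 AP3 values lay on one side of the 3 AG values for 25.9% of all genes and 38.4% of the listed genes, where chance gives 10%. Counts rose most with DESeq2 in place of edgeR, which called 2435 genes, 330 of them listed, in the 6 libraries. In the 4 libraries, DESeq2 called 1833 genes (313 higher and 1520 lower in AP3). Of the listed genes it called 251 there (141 higher and 110 lower), so most were higher in AP3, unlike with edgeR. The counts of the 6 libraries fell most, and by a larger factor, without X16 (737 genes, 110 of them listed). They also fell by over 1.5 times without X13 (953 genes) and X71 (981 genes, 128 of them listed).
Among the genes the paper names for these domains, UFO (AT1G30950, chromosome 1, 11035992 to 11037508) stood at 63.8 CPM in X13 and 66.4 in X16, against 7.60 in X14 and 5.51 in X26. The unused libraries had 66.5 in X74 and 3.05 in X71. Its log2 fold change (AP3/AG) was 3.31 in the 4 libraries (standard error 0.27, adjusted p = 0.00301 from edgeR) and 3.61 in the 6 (standard error 0.31, adjusted p = 0.00041 from edgeR). For PAN (AT1G68640, chromosome 1, 25769576 to 25772650) it was 1.32 in the 4 libraries (standard error 0.30, adjusted p = 0.0452 from edgeR) and 1.36 in the 6 (standard error 0.23, adjusted p = 0.00762 from edgeR). For PTL (AT5G03680, chromosome 5, 957611 to 961047) the log2 fold change was 0.85 in the 4 libraries (adjusted p = 0.106 from edgeR) and 0.81 in the 6 (adjusted p = 0.0312 from edgeR). PTL was no longer under 0.05 when any library but X74 was left out, with adjusted p from edgeR between 0.0516 and 0.115, or with the library code as a block (0.0509), in which X26 is alone in its block and adds nothing to the comparison. AP2 (AT4G36920, chromosome 4, 17400610 to 17403469) had 1.18 in the 4 libraries (adjusted p = 0.157 from edgeR) and 1.00 in the 6 (adjusted p = 0.0829 from edgeR), which edgeR did not call in either, whereas DESeq2 gave an adjusted p of 0.0237 in the 4 libraries and 0.00975 in the 6. AP1 (AT1G69120, chromosome 1, 25982294 to 25986349) had 1.26 in the 4 libraries (adjusted p = 0.0945 from edgeR) and 1.23 in the 6 (adjusted p = 0.018 from edgeR). The call for AP1 was lost without X16 (adjusted p = 0.069 from edgeR) or without X71 (0.0653). Across the alternatives run for single genes, the adjusted p from edgeR or DESeq2 ran from 1.28e-29 to 0.00301 for UFO, from 2.89e-06 to 0.0452 for PAN, from 0.00227 to 0.115 for PTL, from 0.00975 to 0.251 for AP2 and from 9.71e-06 to 0.0945 for AP1. Each of these 5 genes was higher in every library labelled AP3 than in every library labelled AG. The AG transcript had the same ordering, so the ordering alone does not tie a gene to the AP3 domain.
The paper places the correlation of predicted and measured fold changes beside that of the replicates, finds them close, and reasons from this that the reconstructed transcriptomes predict differential expression between the domains.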

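PEP, the predicted estimation performance, is the highest Spearman correlation of a gene with any reference gene of the spatial map in the snRNA-seq data, and is 1 for the reference genes themselves, of which 22 are among the listed genes. For genes with a PEP over 0.15 (688 genes), the rank correlation of the measured log2 fold change with the predicted difference was 0.297 in the paper's 4 libraries and 0.307 in the 6. Over 0.20 (242 genes) it was 0.291 in the 4 libraries and 0.325 in the 6. Over 0.25 (105 genes) it was 0.187 and 0.216, and over 0.30 (57 genes) 0.198 and 0.191. Genes with a PEP from 0.13 to 0.15 (582 genes) gave 0.185 in the 4 libraries and 0.218 in the 6, and those from 0.15 to 0.20 (446 genes) gave 0.273 and 0.269. The unused libraries X74 and X71 entered the values of the 6 libraries alone. Single pairs of 1 AP3 and 1 AG library ranged from 0.246 to 0.416 over 0.20 and from 0.119 to 0.398 over 0.30. Without X74, the value over 0.25 was 0.142. The thresholds are nested, and the higher ones rest on few genes.

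**Figure D3:**
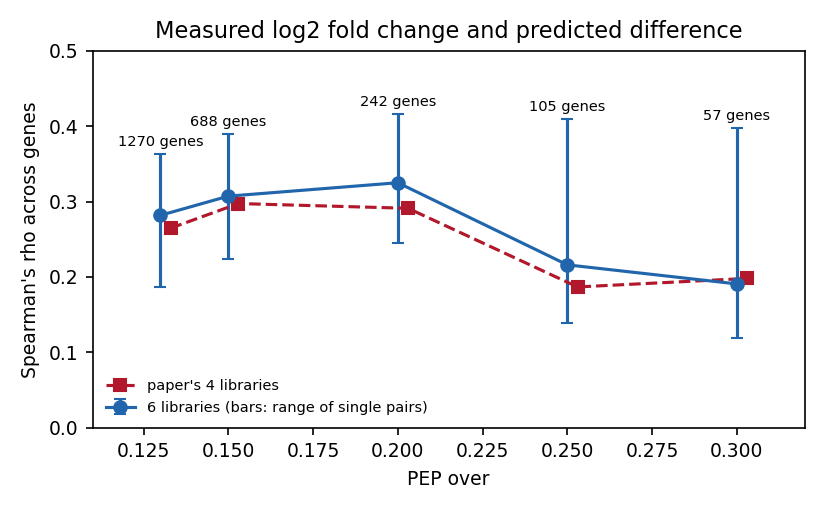
Spearman's rho of measured log2 fold change and predicted difference across genes above each PEP threshold. Blue points are the 6 libraries, with bars for the range of 9 single pairs of libraries, and red squares, drawn slightly to the right, are the paper's 4 libraries. The number of genes falls from 1270 to 57.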

The correlation between gene expression prediction and domain-specific bulk RNA-seq increases with increasing PEP scores (Supplementary Fig. 12b), which is in agreement with the notion of the PEP score being an indicator of the quality of the predicted 3D expression.

**Fig. 4:**
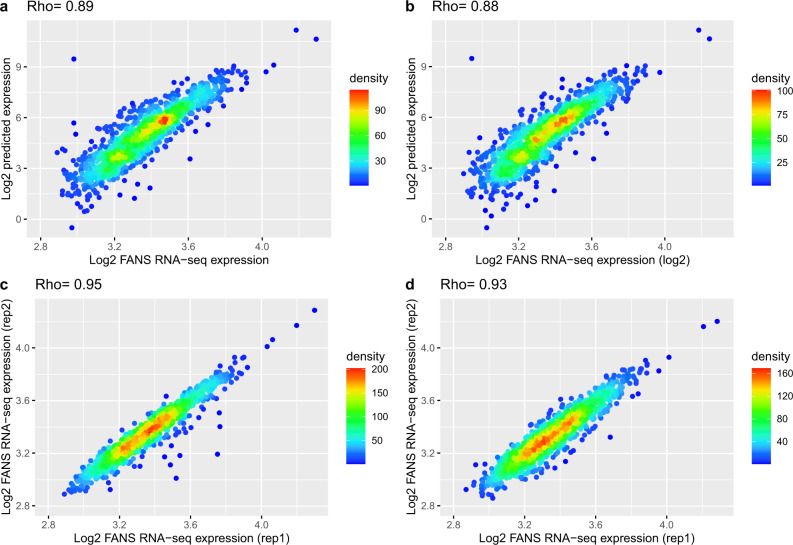
Prediction of AP3 and AG domain gene expression. Scatterplot showing the gene expression for AP3 (**a**) and AG (**b**) domain predicted by our method (y-axis) and observed by our FANS bulk RNA-seq data (x-axis) when using genes with PEP value >0.13 (*n* = 1306). The bottom row shows the scatterplot for the gene expression of both biological FANS bulk RNA-seq replicates for AP3 (**c**) and AG (**d**). On the top of each figure, the Spearman’s rank correlation coefficient (Rho) is reported.

In this way, we detected a large number of genes with specific expression (Supplementary Data 2) in the different floral whorls as determined by the (combined) expression of *AP1* (sepal), *AP3-AP1* (petal), *AP3-AG* (stamen), and *AG* (carpel). For example, we predict a higher expression of *APETALA2* in the sepal domain, which is in line with its known role in sepal specification together with *AP1*^56^. We predicted *PETAL LOSS (PTL)* expression in the *AP1* and *AP1*-*AP3* domain, which is consistent with previous findings that *PTL* is expressed in sepal margins while controlling petal development^57^. On the other hand, we predict *PERIANTHIA* to be strongly induced in the three inner whorls, as expected from the literature^58^, while we predicted *UNUSUAL FLORAL ORGANS* (*UFO*) to be expressed in the *AP3-AG* and *AP3-AP1* domain which fits with the observed expression in the petal and stamen whorls^59^. This exemplifies the power of the method to identify whorl-specific genes. The predicted floral whorl-specific expression is significantly related to the direct DNA-binding of flower domain-specific TFs in their regulatory regions (Supplementary Data 2 and Supplementary Fig. 13).

It is worth noting that we could apply a similar methodology directly to the snRNA-seq data (w/o 3D reconstruction), where average domain-specific expression is calculated as the average expression among the snRNA-seq transcriptomes of nuclei that have a positive expression of *AP3*, or *AG* for each domain respectively. However, the obtained fold-change expression has low agreement with the domain-specific bulk RNA-seq data (Rho = 0.04 pv < 0.14, Supplementary Fig. 14) when using the same genes as before (PEP > 0.13). This indicates that the advantage of integrating the 4395 transcriptomes of the snRNA-seq data into a physical map of 1331 cells has the additional benefit of obtaining a more accurate estimate of gene expression per cell as it is calculated since it combines the information from several snRNA-seq transcriptomes.

In summary, the presented data demonstrates that our method can be used to create a genome-wide 3D gene expression atlas of a plant organ, and to correctly predict gene expression and gene fold-change expression of particular morphological regions that was not possible with the snRNA-seq data alone.

### The origin of vascular cell identity in the floral meristem

Spatial reconstruction of transcriptomics data can be used to pinpoint the spatial location of cells characterized with a particular transcriptome signature (e.g., snRNA-seq cell clusters, ploidy levels^60^, vascular cells^45^) by using an expression similarity-based method. For example, the initial establishment of vascular stem cell identity in the apical meristems is not well known^61^. The transcriptomes of vascular tissues in inflorescence stems have been characterized by FANS bulk RNA-seq^45^, including *SMXL5* (distal cambium) and *PXY* (proximal cambium). Therefore, assuming that the vascular tissues have similar transcriptomes in the inflorescence stem and in the floral meristems, we could predict the location of vascular stem cells on the reconstructed 3D meristem even when they cannot be distinguished anatomically. We indeed obtained a distinct distribution pattern of vascular stem cells (Supplementary Fig. 15), where the cambium (*PXY* and *SMXL5*) localizes in the cell layers adjacent and just below the floral meristem with a radial disposition. Confocal imaging confirmed that *PXY* and *SMXL5* expression is initiated in cells just adjacent/below the apical meristem, but in a specific subset of cells along the central axis of the meristem (Supplementary Fig. 15). This discrepancy could be due to the low number of reference genes used, which may not allow having the needed resolution. Once these cells have been located, their transcriptome can be estimated as explained before, obtaining a good correlation (Rho = 0.34–0.42; Supplementary Fig. 16) when compared with the FANS bulk RNA-seq data. This information can be used in future work to characterize the molecular control and regulatory networks of initiation of vascular identity in the floral meristem.

NovoSpaRc outputs the probability of each snRNA-seq transcriptome as corresponding to a particular cell in the spatial map. Therefore, we can map the location of the identified snRNA-seq clusters (https://threed-flower-meristem.herokuapp.com) and visualize their physical location. In particular, cluster 1-(pro)cambium shows the same location adjacent/below the apical meristem as the one estimated by transcriptome similarity.

In summary, this shows the potential to integrate different features (e.g., cells differentiating to vascular tissues) into a common spatial map which can be used to associate with the spatial expression profiles.

## Discussion

The identity and function of plant cells are strongly influenced by their precise location within the plant body^8^. Therefore, to understand plant development at the molecular level, it is important not only to characterize the molecular status and dynamics of each individual cell but also to know their physical location in the plant. As stated in the introduction, spatial genomics in plants has been limited to profiling only a limited number of genes per experiment. Here, we provide a proof of concept for a methodology to overcome this limitation by combining scRNA-seq/snRNA-seq with a 3D microscope-based reconstructed floral meristem. The core of our approach is based on the use of the tool novoSpaRc to map the scRNA-seq data to the spatial map. In contrast to other methods that were designed to use hundreds^15,16^ or thousands of reference genes^27^ to map both datasets, novoSpaRc requires very few reference genes. For example, in this work, we successfully used it using just 23 reference genes. Therefore, meanwhile experimental methods to profile the spatial expression pattern of a large (>100) number of genes are not available in the plant field, we believe that the novoSpaRc method should be the preferred option to integrate scRNA-seq and spatial maps in the flower meristem. Recently, Bravo González‐Blas et al.^31^ implemented a new methodology to map scRNA-seq and/or scATAC-seq to a 1D or 2D spatial map. The method doesn’t require any reference gene and it is based on: (1) Linking the known expression domains in the spatial map to the cell clusters identified and annotated in the scRNA-seq (e.g., cells from the cluster annotated to epidermis will be linked to the epidermis regions of the spatial map). (2) To use pseudo-time analysis to order the transcriptomes of the scRNA-seq in a spatial axis, this assumes that there is only one axis of variation in the spatial expression patterns (e.g., ventral-dorsal axis), and the expression patterns are symmetric around the axis. Although, we can imagine that this will be a valid approach to some root tissues, where one main axis of expression variation is present (from root cap to maturation region), it is not the case for the complex 3D morphology of the flower meristem.

Using NovosSpaRc, we are able to reconstruct the spatial expression of a large number of genes (>1000) in their native spatial context. Moreover, we were able to quantitatively estimate the expression of these genes in particular morphological regions of the floral meristem. Future work should develop more dedicated statistical methods to test for gene expression differences on the 3D reconstructed structure. One possibility is to apply a re-sampling approach to the snRNA-seq data. We envision that by independently mapping multiple subsamples of the snRNA-seq data to the reference map, we will be able to estimate the variance of the gene expression which is needed to test for differential gene expression in different (groups of) cells.

The number of high-quality genes predicted is heavily dependent on the number and identity of genes present in the reference spatial map. Thus, we provide a PEP score that can be used to estimate the performance of the predicted expression for each gene, even before having generated the reference spatial map. In this way, this score can be used to select the minimum set of reference genes needed to obtain a good prediction of the spatial expression of a desired group of genes. Hence, this score helps in planning the design of a spatial genomics experiment whose data will be used as a spatial reference to predict the spatial expression of a set of genes.

This methodology has the potential to be applied to other types of -omics experiments. For example, it could be applied to map scATAC-seq experiments into the 3D reconstructed floral meristem. This offers the additional benefit of being able to integrate multiple single cells -omics data in their natural physical context. Indeed, an important problem is how to integrate multiple single-cell-omics experiments (e.g., scRNA-seq and scATAC-seq data). The typical approach^23^ is to find anchors between genes and ATAC-seq regions that allow us to link the cells profiled independently in both types of experiments. We envision that independently mapping the scRNA-seq data and the scATAC-seq to a common spatial map will be an alternative way to integrate both types of experiments. In addition, we have shown that we can map transcriptional signatures of particular features (e.g., cells differentiating from vascular tissues) to the reconstructed spatial map, allowing us to annotate or integrate additional experiments/data in the spatial map.

Furthermore, time-series scRNA-seq datasets could also be tackled with this approach. For example, when live imaging has been used to reconstruct the spatial map at different time points and cell segmentation and lineage tracking have been used to infer cell lineage in the spatial map^32^, the inferred cell lineage can be used to link the cells at different time points. Alternatively, when the plant structure at the different time points considered has similar morphology, the scRNA-seq data could be mapped to the spatial map of one particular time point. Otherwise, computational alignment of the spatial maps at each time point will be required.

In summary, these results provide a primer for future initiatives to generate plant organ 3D atlases and for studies aiming to understand single-cell-omics studies with regard to plant morphology and development.

## Methods

### Plant material

*pAP1*:AP1-GR *ap1-*1 *cal-*1 plants^35^ were grown at 22 °C under long-day conditions (16 h light, 8 h dark) on the soil. After plants bolted and reached the height of 2 to 5 cm, they were induced daily by applying the DEX-induction solution (2 μM Dexamethasone and 0.00016% Silwet L-77) to their main inflorescences. Around 20 inflorescences were collected and snap-frozen in liquid nitrogen on day 3 and day 4 after the first DEX-induction for snRNA-seq and on day 4 after induction for the domain-specific RNA-seq library preparation.

### Nuclei isolation

Inflorescences were gently crushed to pieces in liquid nitrogen using a mortar and a pestle and then transferred to a gentleMACS M tube. After liquid nitrogen evaporated totally, 5 ml of Honda buffer (2.5% Ficoll 400, 5% Dextran T40, 0.4 M sucrose, 10 mM MgCl_2_, 1 μM DTT, 0.5% Triton X-100, 1 tablet/50 ml cOmplete Protease Inhibitor Cocktail, 0.4 U/μl RiboLock, 25 mM Tris-HCl, pH 7.4) was added to the tube. Nuclei were released at 4 °C by homogenizing the tissue in an M Tube using the gentleMACS benchtop dissociator. The M Tube bears septums, a rotor, and a stator on the cap. After being attached to the gentleMACS dissociator, the M tube can homogenize plant tissues into single-nuclei suspension automatically with a defined program. Our program consists of several rounds of spin commands with different speeds (200–400 rpm) and durations and the integration of counterclockwise rotations in between. The whole program lasts for around 5 min (see Supplementary Data 3). The resulting homogenate was filtered through a 70-μm strainer, and another 5 ml Honda buffer was applied onto the filter to collect the remaining nuclei. Nuclei were then pelleted by centrifugation at 1000 × *g* for 6 min at 4 °C and then resuspended gently in 500 μl Honda buffer. The nuclei suspension was filtered again through a 30-μm strainer, diluted by adding 500 μl PBS buffer and stained with 2 μM DAPI. Ambion RNase Inhibitor and SUPERaseIn RNase Inhibitor were added to a final concentration of 0.4 and 0.2 U/μl, respectively. 200,000 events of single-nuclei were selected on DAPI signals by a BD FACS Aria Fusion into a 1.5-ml tube with landing buffer (15 μl 4% BSA in PBS with 80 U Ambion RNase Inhibitor and 80 U SUPERaseIn RNase Inhibitor). Sorted nuclei were counted in Neubauer counting chambers under a Leica DMi8 fluorescent microscope.

### Preparation of snRNA-seq libraries

Single-nuclei RNA-seq library was prepared from 10,000 freshly-isolated plant nuclei with the Chromium Single Cell 3ʹ Reagent Kits v3 according to the manufacturer’s instructions. 14 PCR cycles were used for cDNA amplification, and 13 PCR cycles were used for the final amplification of day 4 after the DEX-induction snRNA-seq library. 11 PCR cycles were used for cDNA amplification, and 14 PCR cycles were used for the final amplification of day 3 after the DEX-induction snRNA-seq library. The average fragment size of the snRNA-seq library was checked with an Agilent High Sensitivity D1000 ScreenTape, and the concentration was measured with Qubit 1X dsDNA HS Assay Kit. Sequencing was performed on a HiSeq 4000 (Illumina) platform for day 4 after the DEX-induction sample and NovaseqS2 (Illumina) for day 3.

### Preparation of domain-specific RNA-seq libraries

Nuclei were from *pAP1*:AP1-GR *ap1*-1 *cal*-1 transgenic plants expressing a GFP labeled nuclei envelope protein driven by tissue-specific promoters^55^. We used *AP3* promoter and *AG* 2nd intron plus a minimal 35 S promoter element as promoters for the constructs to mark *AP3* and *AG* expressing domains in flowers, respectively. After nuclei isolation, as described in the previous paragraph, nuclei were sorted into a 1.5-ml tube with 15 μl of 4% BSA in PBS and 6 μl of RiboLock RNase Inhibitor by a BD FACS Aria III. The GFP channel was set using *pAP1*:AP1-GR *ap1-*1 *cal-*1 as a negative control, and then nuclei were selected by gating on the DAPI peaks under the GFP positive events. After sorting, nuclei were pelleted at 1500 × *g* for 10 min at 4 °C, and the supernatant was then removed. Nuclei were lysed by vortex in 350 μl RLT buffer with 2-Mercaptoethanol, and RNA was then isolated with Qiagen RNeasy Micro Kit. After RNA isolation, cDNA synthesis was done with SMART-Seq^®^ v4 Ultra^®^ Low Input RNA Kit following the manufacturer’s instructions. cDNA was sheared to 200–500 bp size by Covaris AFA system and constructed with sequencing adapters by ThruPLEX DNA-Seq Kit.

### Confocal imaging

GFP expressing plant lines under the control of the *CO*_*2*_(AT1G62500), *PIN1* (AT1G73590 and *SHR* (AT4G37650) promoters were obtained from the Nottingham *Arabidopsis* Stock Centre (NASC, UK) as part of the SWELL line seed collection (BREAK line set N2106365), which was previously generated by Marquès-Bueno et al.^62^. To generate plant lines driving GFP expression from the *ETT/ARF3* (AT2G33860) promoter, we inserted a 3 kb long promoter fragment into the pK7GW-INTACT_AT vector (Ron et al.,^63^) using gateway cloning. Similarly, the 6.1 kb promoter of *STM* (AT1G62360) and the 5 kb promoter of *ATML1* (AT4G21750) were introduced into the pK7GW-INTACT_AT vector. *A. thaliana* Col-0 wild-type plants were transformed by the floral dip method (Clough and Bent, 1998). Plant lines expressing HISTONE 4 (H4)-coupled GFP under the control of the *PXY* (AT5G61480) and the *SMXL5* (AT5G57130) promoters (PXY:H4-GFP/SMXL5:H4-GFP) were previously generated by Bravo González‐Blas et al.^45^. For GFP expression analysis, plants were grown on the soil at 22 °C and 16/8 h light/dark cycles using daylight led lights (200 μmol m^−2^ s^−1^).

GFP expression was detected by confocal laser scanning microscopy using the Zeiss LSM 800 confocal microscope equipped with a Plan-Apochromat 20×/0.8 M27 or a C-Apochromat 40×/1.2 W Korr objective. GFP was excited at a wavelength of 488 nm with an argon laser, while emission was filtered by a 410–532 nm bandpass filter. Propidium iodide (Sigma-Aldrich) was used to stain cell walls. It was excited at a wavelength of 305 nm and detected in a range of 595–617 nm. Z-stack images were median corrected and merged to orthogonal projections using the ZEN imaging software (Zeiss).

### snRNA-seq data analysis

Fastq files were processed with Cell Ranger v3.1.0 with default parameter values and using the Araport11 gene annotation^64^, obtaining 7,716 nuclei transcriptomes as a read count matrix for day 4 after DEX-induction and 4504 nuclei transcriptomes for day 3 after DEX-induction. Genes encoded in the organelles were removed. Next, read count normalization and clustering were done with the R package Seurat v3.2.3^23^. In particular, nuclei transcriptomes with less than 1000 expressed genes were removed and SCT-normalization was applied within the SEURAT package setting the parameter *variable.features.n* to 3,000 and other parameters to default values. Next, the optimal number of PCAs was chosen to be the first nine principal components by plotting the standard deviations of the principal components using the *RunPCA* and *ElbowPlot* functions. UMAP dimensionality reduction was obtained with the *runUMAP* function using the parameters *values dims* = *1:9, reduction* = “*pca’*”*, n.neighbors* = *50, min.dist* = *0.01, umap.method* = *“uwot”, metric* = *“cosine”*. In order to identify clusters in the UMAP space, we used *FindNeighbors* and *FindClusters* functions with parameter values *resolution* = 0.04, *algorithm* = 1 and default values for other parameters. Marker genes for each cluster were identified with the function *FindAllMarkers* and parameter values: *only.pos* = *TRUE, assay* = *“SCT”, slot* = *“scale.data”, min.pct* = *0.25, logfc.threshold* = *0.25*. In order to annotate the identified clusters, the average relative expression of the top 20 cluster marker genes in different publically available RNA-seq (see bulk RNA-seq analysis) and microarray samples were visualized in heatmaps in order to help to annotate the clusters. Expression values for GSE28109^65^ were downloaded directly from the GEO omnibus (file: GSE28109_averaged_mas5_data.txt). Heatmaps showing the expression of markers genes were calculated as the average relative expression across all nuclei for each cluster. Relative expression was calculated as the normalized read count expression of a gene minus the average expression of this gene across all samples/nuclei considered.

### Bulk RNA-seq analysis

Fastq files from publicly available bulk RNA-seq data were downloaded from Sequence Read Archive (SRA; https://www.ncbi.nlm.nih.gov/sra). The next analysis was done for each dataset independently. The analyzed datasets were: PRJNA314076^66^, PRJNA471232^67^; PRJNA595605^45^, and the *AG*- and *AP3*- domain-specific bulk RNA-seq data generated in this project. Fastq files were trimmed from adapters using Trimmomatic v0.36^68^. The reads were then mapped to the TAIR10 *Arabidopsis* genome using STAR v2.7.0b^69^ with parameter values -*-alignIntronMax 10000 --outFilterMultimapNmax 1 --outSJfilterReads Unique* and other parameters with default values. *featureCounts* v1.6.4^70^ was used to count the number of mapped reads per gene (in exon and introns) with default parameters. Next, reads mapping to genes encoded in the organelles were removed. Only genes with more than ten reads mapped in at least two samples were considered in the further analyses. Read count data were analyzed with DESeq2 v1.24.0^71^, in particular, normalized expression was calculated with *variance stabilizing transformation* function using default parameters.

### snRNA-seq and spatial gene expression map data integration

snRNA-seq data were processed as described in the previous section, which results in a matrix of normalized expression values of 6104 nuclei and 19,718 genes for day 4 after DEX-induction and 4504 nuclei and 19,497 genes for day 3. Genes expressed in less than 30 cells were removed (*n* = 2890) with the exception of *WUS* and *CLV3* which were kept in the dataset due their biological importance. Data of the spatial map containing positional coordinates of 1451 cells, their associated cell growth, cell volume, lineage, and expression of 28 genes for the reconstructed 3D stage four floral meristem was downloaded from Refahi et al.^32^. First, cells (*n* = 52) with an expression of none of the 28 reference genes were removed. Next, genes (*n* = 5) with the same expression in all nuclei or not present in the normalized snRNA-seq dataset were removed as they are not informative for the data integration procedure. Cells from the spatial map (*n* = 68) were removed when they had less than three reference genes expressed, or when the combination of genes expressed in one particular cell was present in less than four other cells. This resulted in a spatial map of 1331 cells and 23 genes. Next, nuclei from the snRNA-seq datasets not expressing any of the 23 genes considered in the reconstructed meristem were removed. At this step, the snRNA-seq contained 5910 nuclei and 16,828 genes for day 4 and 4504 nuclei and 16,496 genes for day 3. The resulting snRNA-seq dataset and the reconstructed floral meristem were integrated using novoSpaRc v0.4.1^34^. As described in the main text, three modifications were considered for day 4:

1. Filtering. When this modification was applied, distances between all the transcriptomes of the snRNA-seq and the spatial map were calculated. Only the top 50 snRNA-seq transcriptomes with the closest distance to each cell of the spatial map were kept in order to eliminate nuclei that were not present in the spatial map (e.g., cauline leaves, pedicel…). The final number of snRNA-seq nuclei depends on the distance used.
2. Genes are used for calculating distance among the snRNA-seq transcriptomes. The standard novoSpaRc procedure uses the highly variable genes identified by the program to analyze the snRNA-seq data in order to calculate the distances among the snRNA-seq transcriptomes. We modified this option to use the top 100 genes with the highest Pearson correlation value in the snRNA-seq space to the 23 genes considered in the spatial map. In our case, this results in 1709 unique genes.
3. Distance. By default, novoSpaRc used the Euclidean distance between the snRNA-seq and spatial map transcriptomes. We also included Jaccard and Hamming distances for binary data. When these distances were used, the snRNA-seq data was binarized as non-expressed when the normalized expression of a gene was zero and as expressed when the normalized expression was bigger than zero. When using the Euclidean distance, we include the optional binarization of the snRNA-seq expression data.

The best set of modifications and parameter value sets was chosen as the ones minimizing the average AUCROC of the genes from the spatial map except *AHP6*, *ETT*, *WUS*, and *CLV3*, we excluded these four genes because their performance was always poor independently of the parameter values used and/or because the low number of cells where they were expressed in the spatial map. The final parameter set was using all three proposed modifications, in particular using the Jaccard distance, and with values for the novoSpaRc parameters: *num_neighbors_source* = *2, num_neighbors_target* = *5, epsilon* = *0.05, alpha* = *.1, max_iter* = *5000* and *tol* = *1e-9*. As output, novoSpaRc provides a matrix (Gromoth-Wasserstein matrix, GW) containing the probabilistic assignment of each nucleus from the snRNA-seq to each of the cells of the spatial map. For numerical reasons (to avoid long decimals), the GW matrix was multiplied by 10^5^. It also outputs the predicted expression of each gene considered in the spatial map space. For day 3, we used the same parameters described above to allow a better comparison between time points.

### Identification of expression domains

In order to identify expression domains in the flower meristem using our reconstructed expression profiles, we first selected high variable genes as the genes with a PEP score bigger than 0.13 and a variance bigger than 3. Next, the expression of each gene was log2-transformed and, after, standardized to mean 0 and variance 1. Then, we clustered the transcriptomes based on the euclidean distance of the previously selected high variable genes expression profiles using the hierarchical clustering algorithm implemented in the R function *hclust* with method = “average”. We choose to identify 15 clusters or expression domains. For each cluster/expression domain, we calculated the expression of each gene for each domain as the average expression of those genes in all the cells of that domain. Next, we obtained the list of genes with a log2foldchange bigger than one between day 4 and day 3 after DEX-induction. For each of these list of upregulates genes, we calculated their median expression (read per million) in mature floral organs using the expression data from PRJNA314076^66^. Supplementary Fig. 10e shows relative expression calculated by subtracting the median expression of each list of upregulated genes versus the median expression of all genes whose expression is predicted with a PEP score >0.13.

### PEP score calculation

The Spearman correlation coefficient for a particular gene against each reference gene was calculated in the scRNA-seq data after the filtering step. The highest Spearman correlation coefficient was chosen as the PEP score for that particular gene.

### Localization of the vascular stem cells into the spatial map

FANS RNA-seq data^45^ was analyzed as explained above. After, the data were log2-transformed, and the expression of each gene was normalized to have a mean of 0. The same procedure was applied to the gene expression profiles of the spatial map. Pearson correlation was calculated between each FANS RNA-seq dataset to the transcriptome of each cell of the spatial map. Only genes (*n* = 1281) defined as vascular markers in^45^ were used to calculate the correlation. P-values were calculated by testing if the correlation was higher than zero.

### Localization of the snRNA-seq clusters into the spatial map

NovoSpaRc outputs the probability of each snRNA-seq transcriptome as corresponding to a particular cell in the spatial map (GW matrix). Once obtained, the GW matrix was transformed so that columns (corresponding to cells in the spatial map) sum to 1. The score of one cell of the spatial map belonging to a particular cluster was calculated as the sum of the probabilities of all snRNA-seq transcriptomes of one particular cluster belonging to that particular cell in the spatial map.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The snRNA-seq and bulk RNA-seq data have been deposited in the GEO database under accession number GSE174599 and GSE174656, respectively.

# Supplementary material for: A 3D gene expression atlas of the floral meristem based on spatial reconstruction of single nucleus RNA sequencing data
**Source:** Nat Commun. 2022 May 20;13:2838. doi: 10.1038/s41467-022-30177-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

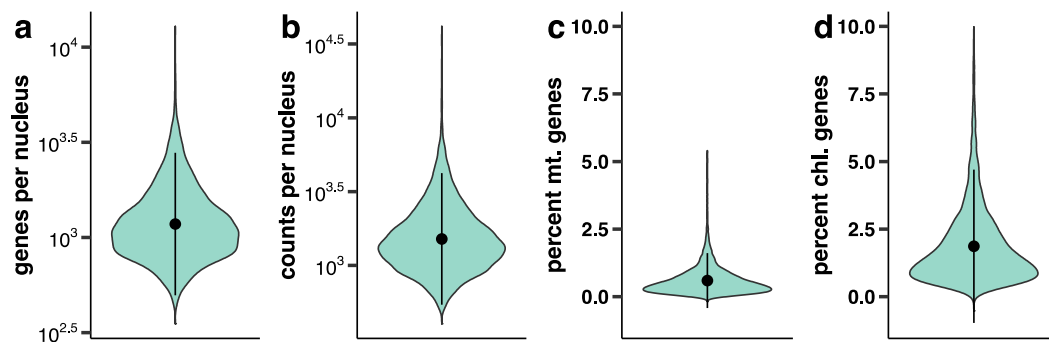

Supplementary Figure 1. **Summary of main statistics of the snRNA-seq.** **a** Number of expressed genes (containing at least one read) per nucleus. **b** Number of mapped reads per nucleus. **c** Percentage of reads mapping to the mitochondrial genome. **d** Percentage of reads mapping to the chloroplast genome. Error bars indicate standard deviation.

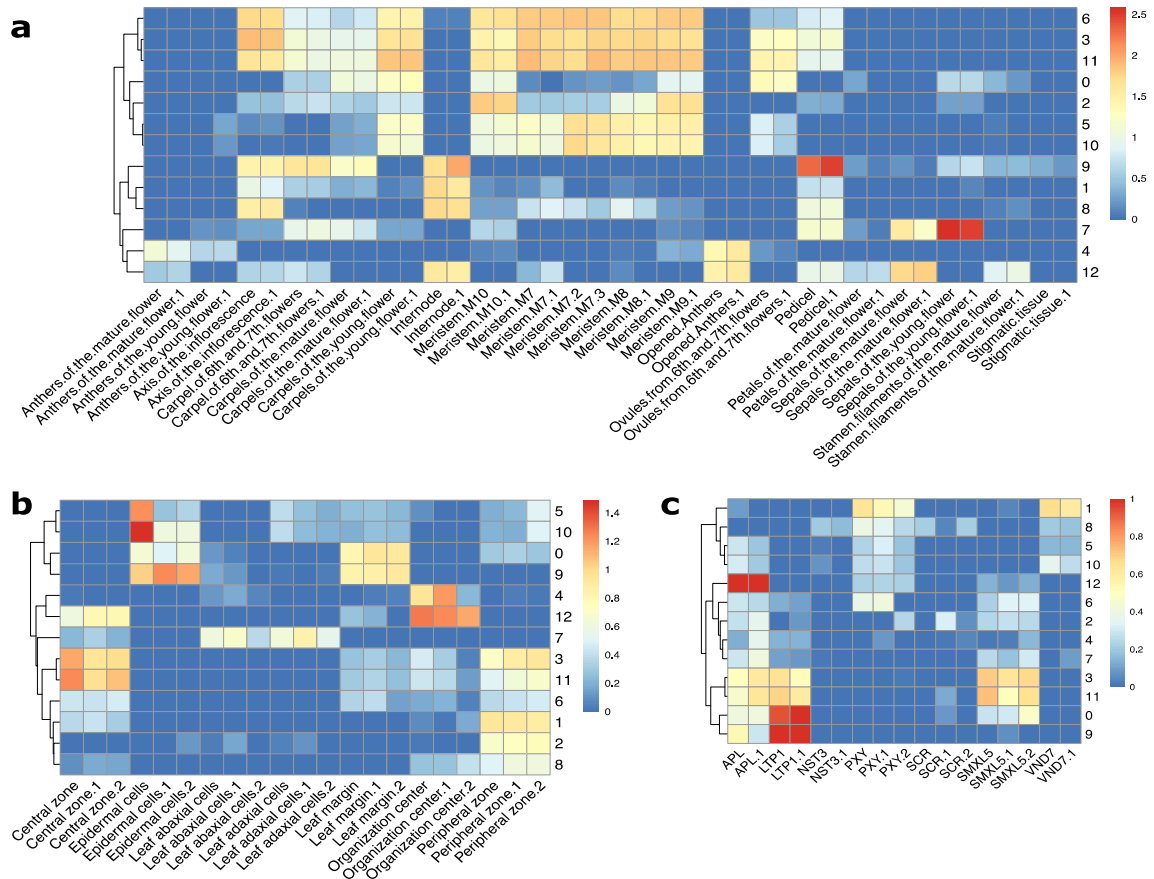

Supplementary Figure 2. **Average expression of the top 20 marker genes in publicly available bulk RNA-seq datasets.** Heatmaps show the expression of the top 20 significant marker genes for each snRNA-seq cluster in different publicly available bulk expression profiles of: several flower organs and developmental stages<sup>1</sup> (a), shoot apical meristem domains<sup>2</sup> (b), and vascular tissues of inflorescence stem<sup>3</sup> (c).

## Markers of vascular clusters (1,8,12)

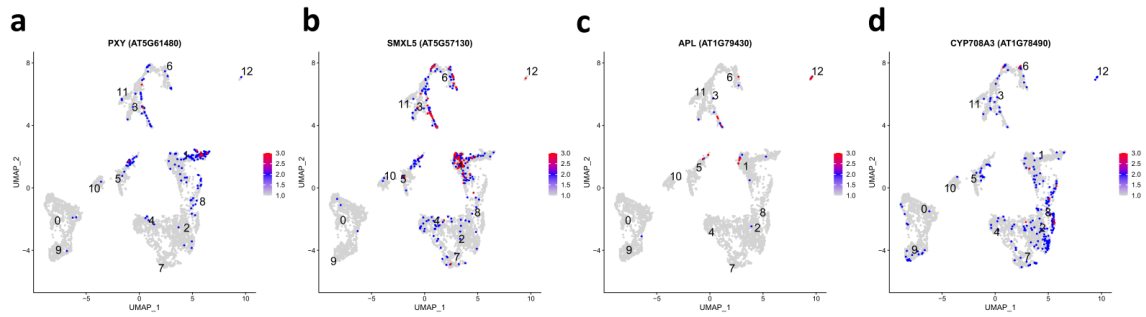

## Markers of cell cycle clusters (3,5,6)

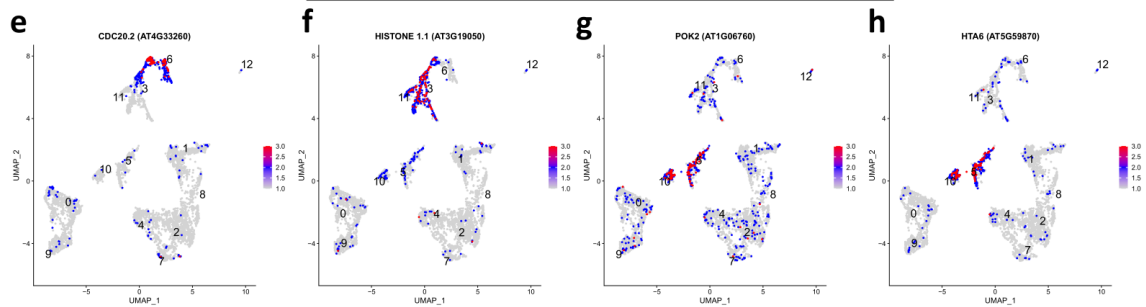

## Markers of other clusters (2,4,7)

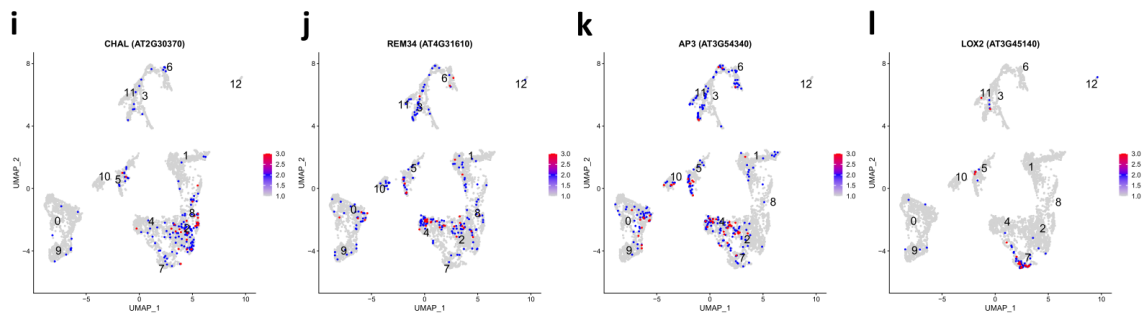

## Markers of epidermal clusters (0,9,10,11)

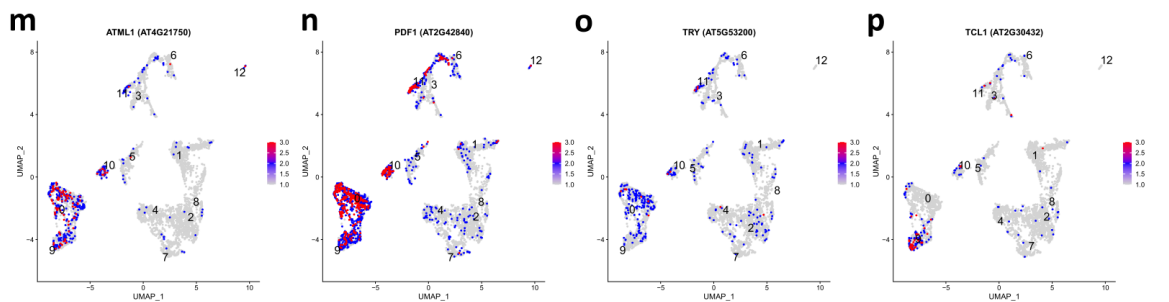

Supplementary Figure 3. Expression of selected marker genes of snRNA-seq clusters on the UMAP plot.

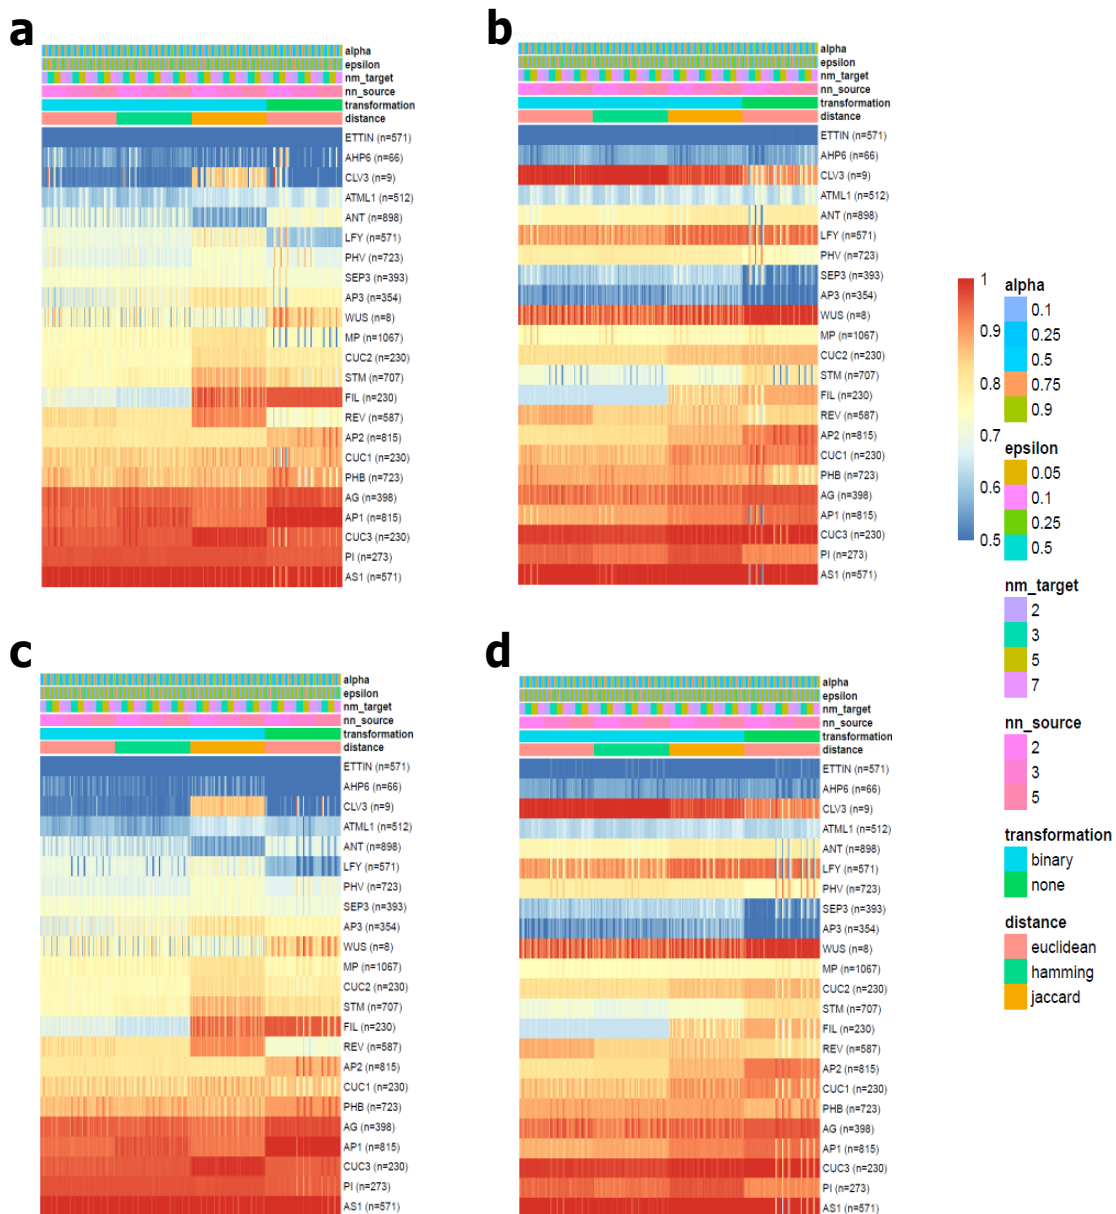

Supplementary Figure 4. **Gene-based performance of the method for gene expression reconstruction.** Heatmaps show the performance (AUROC) for each reference gene when that particular gene was removed from the spatial map during the data integration step. Four models were tested: **a** Filtering out snRNA-seq nuclei too dissimilar to the spatial map in the transcriptomic space (see Material and Methods) and using genes with high correlation with the reference genes in order to calculate transcriptomic distance among snRNA-seq nuclei (see Material and Methods). **b** Applying no filter to the snRNA-seq and using genes with high correlation with the reference genes in order to calculate transcriptomic distance among snRNA-seq nuclei. **c** Filtering out snRNA-seq nuclei too dissimilar to the spatial map in the transcriptomic space, and using the set of high variable genes defined by SEURAT to calculate

transcriptomic distances between snRNA-seq. **d** Applying no filter to the snRNA-seq data and using the set of high variable genes defined by SEURAT to calculate transcriptomic distances between snRNA-seq, this is the original option in novoSpaRc. The number between parentheses after the gene symbol indicates the number of cells where the particular gene is expressed in the spatial map. Legend indicates the different parameter values used for running novoSpaRc.

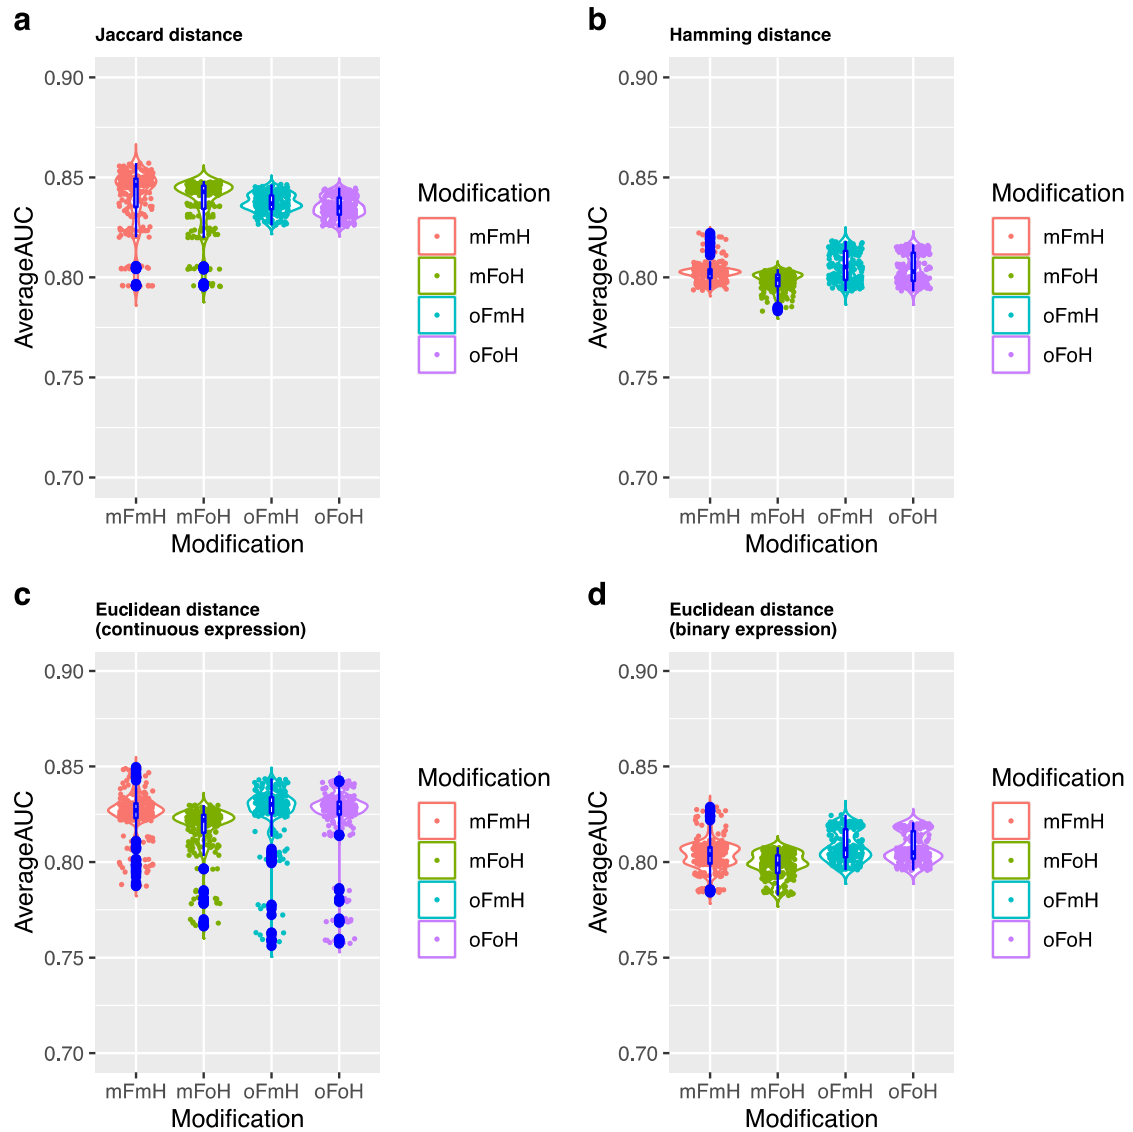

Supplementary Figure 5. **Average performance of our method for gene expression reconstruction.** Violin plots show the average AUROC values across all reference genes except ETTIN, AHP6, CLV3 and WUS, which were excluded because of their consistent low performance or because of the low number of cells where they are expressed. Four distances were tested: Jaccard (a), Hamming (b), Euclidean using snRNA-seq continuous expression (c) and Euclidean when the snRNA-seq data was binarized. For each distance, four models were tested: 1) Filtering out snRNA-seq nuclei too dissimilar to the spatial map in the transcriptomic space (see Material and Methods) and using genes with high correlation with the reference genes in order to calculate transcriptomic distance among snRNA-seq nuclei (mFmH). 2) Applying no filter to the snRNA-seq and using genes with high correlation with the reference

genes in order to calculate transcriptomic distance among snRNA-seq nuclei (oFmH). 3) Filtering out snRNA-seq nuclei too dissimilar to the spatial map in the transcriptomic space, and using the set of high variable genes defined by SEURAT to calculate transcriptomic distances between snRNA-seq (mFoH). 4) Applying no filter to the snRNA-seq data and using the set of high variable genes defined by SEURAT to calculate transcriptomic distances between snRNA-seq, this is the original option in novoSpaRc (oFoH). Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points). In **a-d**, n=250 corresponding to the different parameter combinations used in Supplementary Figure 4.

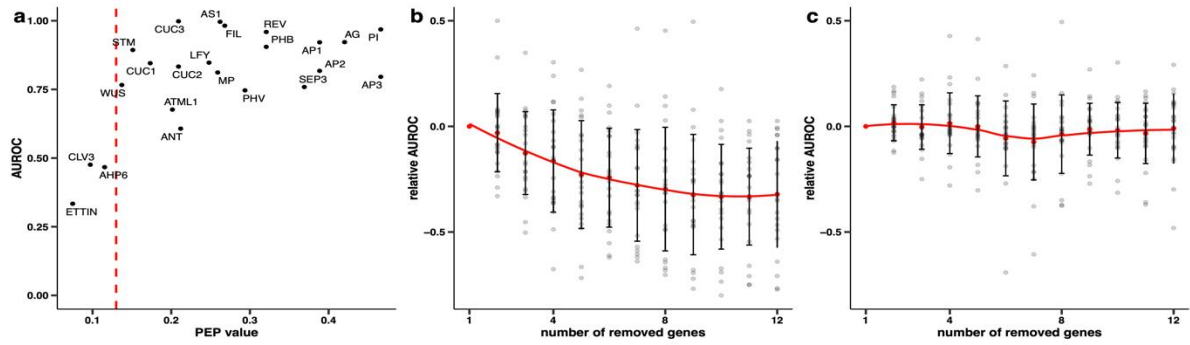

Supplementary Figure 6. **Performance of the reconstructed expression depends on PEP.** **a** Relationship between PEP and the performance (AUROC) of the gene expression estimation when the estimated gene was not included in the spatial map. Red line indicates the value 0.13. **b** Performance (AUROC) of the prediction for each gene (grey points) when  $x$  genes from the spatial map with highest co-expression values with the predicted gene were sequentially removed. **c** Performance (AUROC) of the prediction for each gene (grey points) when  $x$  genes from the spatial map with lowest co-expression values with the gene with the gene evaluated are removed. In **b** and **c**, the number of genes ( $x$ ) removed is shown in the x-axis, and the drop in AUROC is shown in the y-axis; the red line represents a smoothing function (LOESS) applied to the average relative AUROC. Error bars indicate standard deviation ( $n=23$  data points showed in grey)

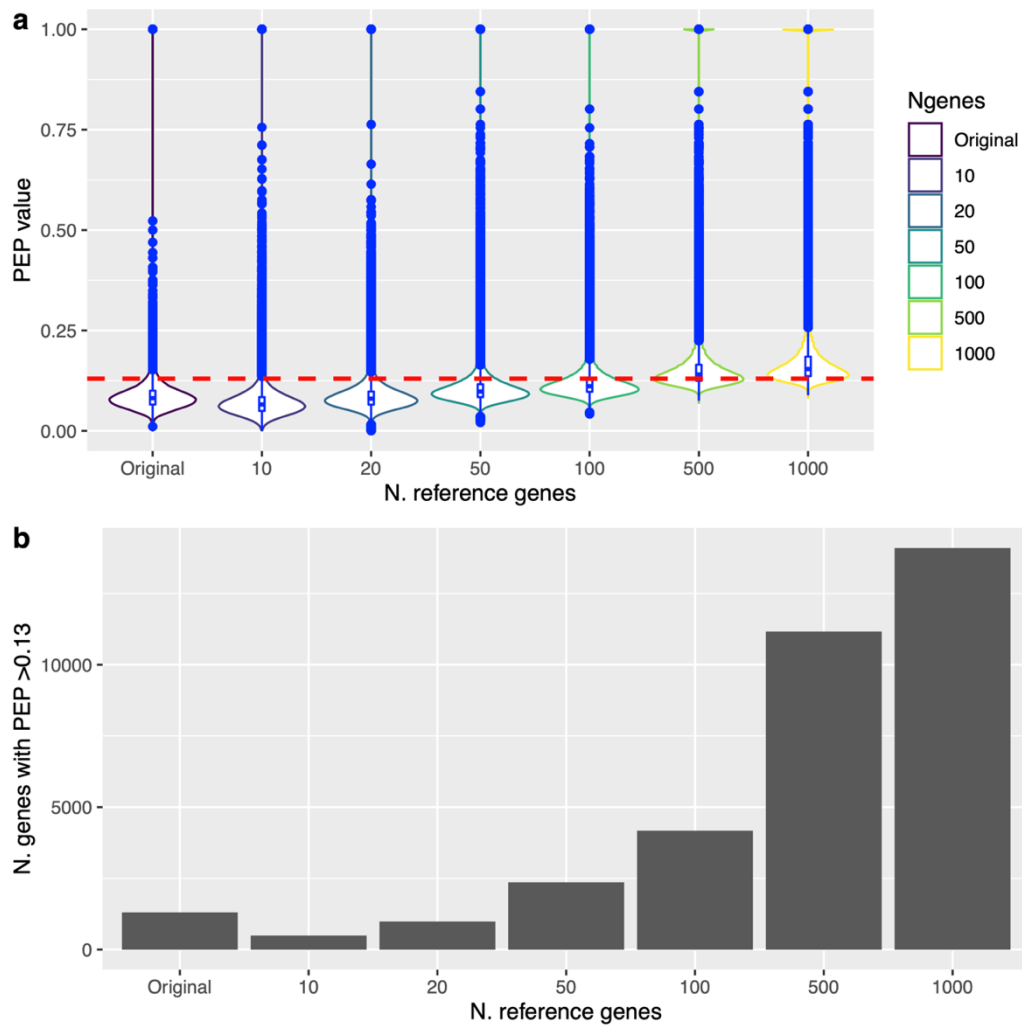

Supplementary Figure 7. **Increasing the number of reference genes increases the number of genes with PEP > 0.13.** **a** PEP score distributions when using a random set on n reference genes (x-axis). **b** Average number of genes with a PEP-score > 0.13 depending on the number of reference genes used (x-axis). Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points).

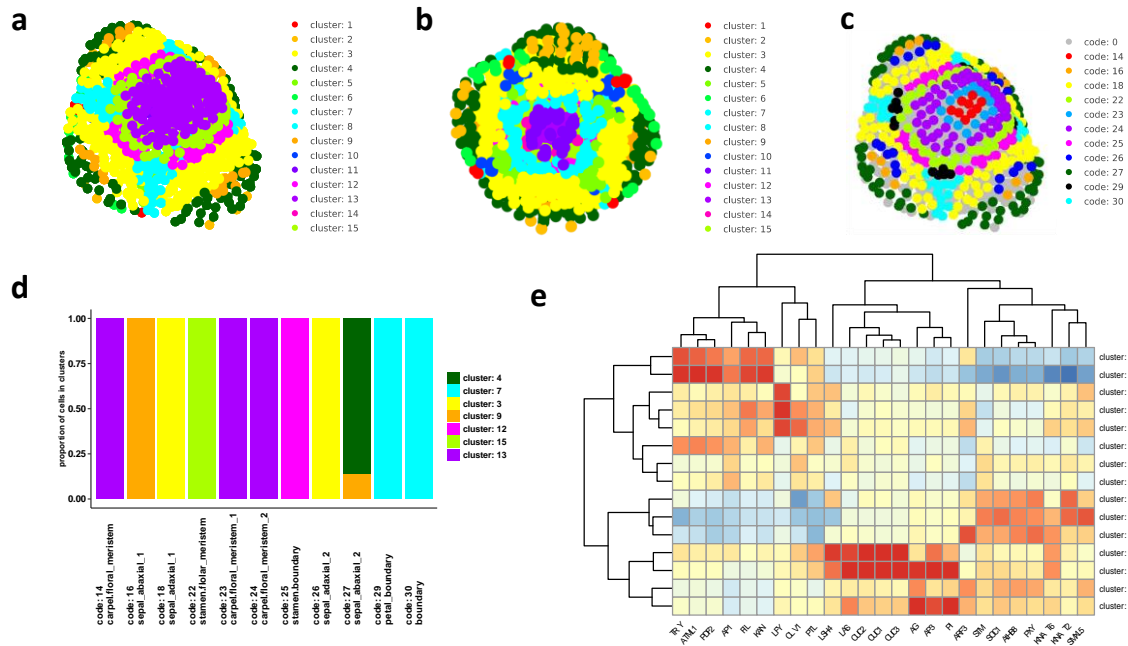

Supplementary Figure 8. **3D clustering of cells based on predicted gene expression recovers flower tissues.** Top **(a)** and bottom **(b)** view on the identified expression domains of the 3D meristem based on the predicted 3D gene expression profiles. **b** Expression domains as defined in Refahi *et al.*<sup>4</sup>. **c** Proportion of cells from expression domains of **(b)** in expression domains of **(a)**. **e** Average relative expression of known floral markers in the identified expression domains from **(a)**.

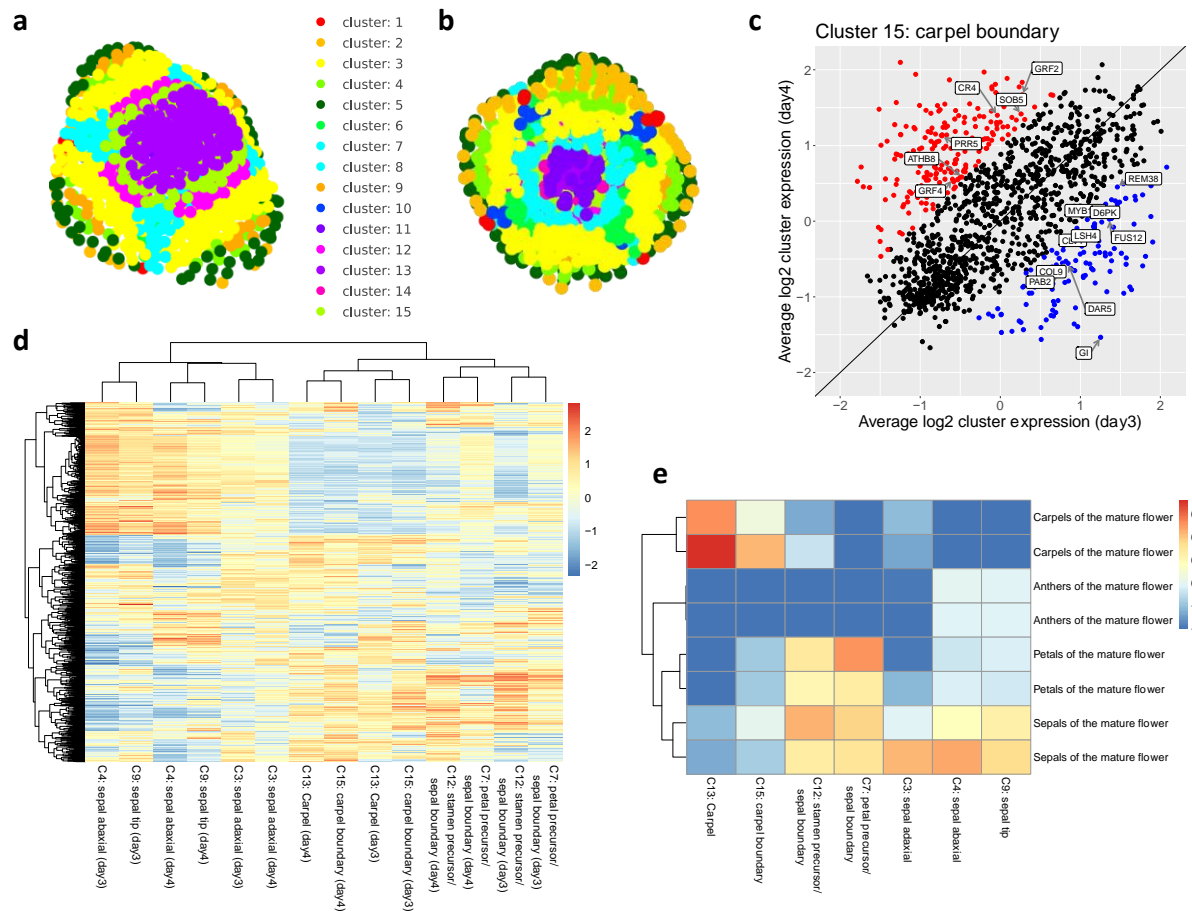

Supplementary Figure 10. **Gene expression changes between time-points.** Top **(a)** and bottom **(b)** view on the identified expression-domains of the 3D meristem based on the predicted gene expression profiles of day 3 after DEX-induction snRNA-seq sample. **d** Heatmap showing the average gene expression for each expression-domain at the different time-points considered. **c** Scatterplot of the average gene expression in the domain “15: carpel boundary” at the two time-points considered. Red indicates genes that have a change in expression bigger than 1 log2 fold-change when comparing day 4 versus day 3, and blue are the genes with a log2 fold-change expression lower than -1. Some important flower regulators are shown in the graph as examples. **e** Relative median expression of the genes upregulated (log2 fold-change > 1) in day 4 versus day 3 for each identified domain (columns) in the mature flower organ (rows; data obtained from Klepikova *et al.*<sup>6</sup>)

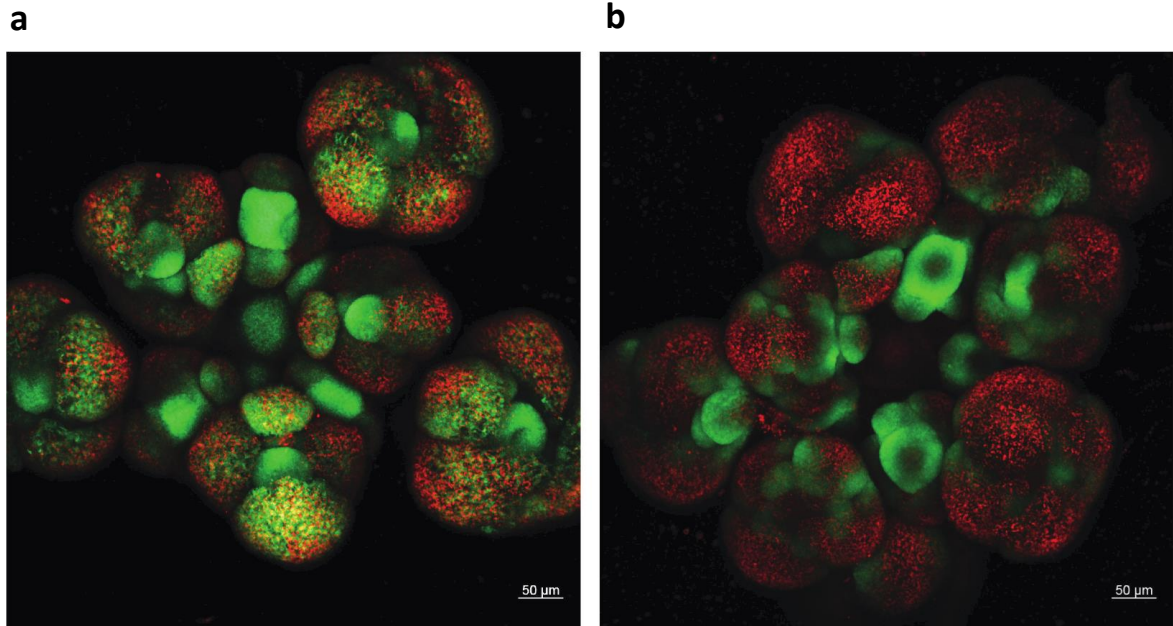

Supplementary Figure 11. **GFP signals in pAGi::NTF (a) and pAP3::NTF(a) domain specific lines used for FANS.** Scale bars indicate 50  $\mu\text{m}$ . The visualized expression patterns match with published expression data of AG (Ito *et al.*<sup>7</sup>) and AP3 (Prunet *et al.*<sup>8</sup>). The experiment was performed at least twice for one representative line each.

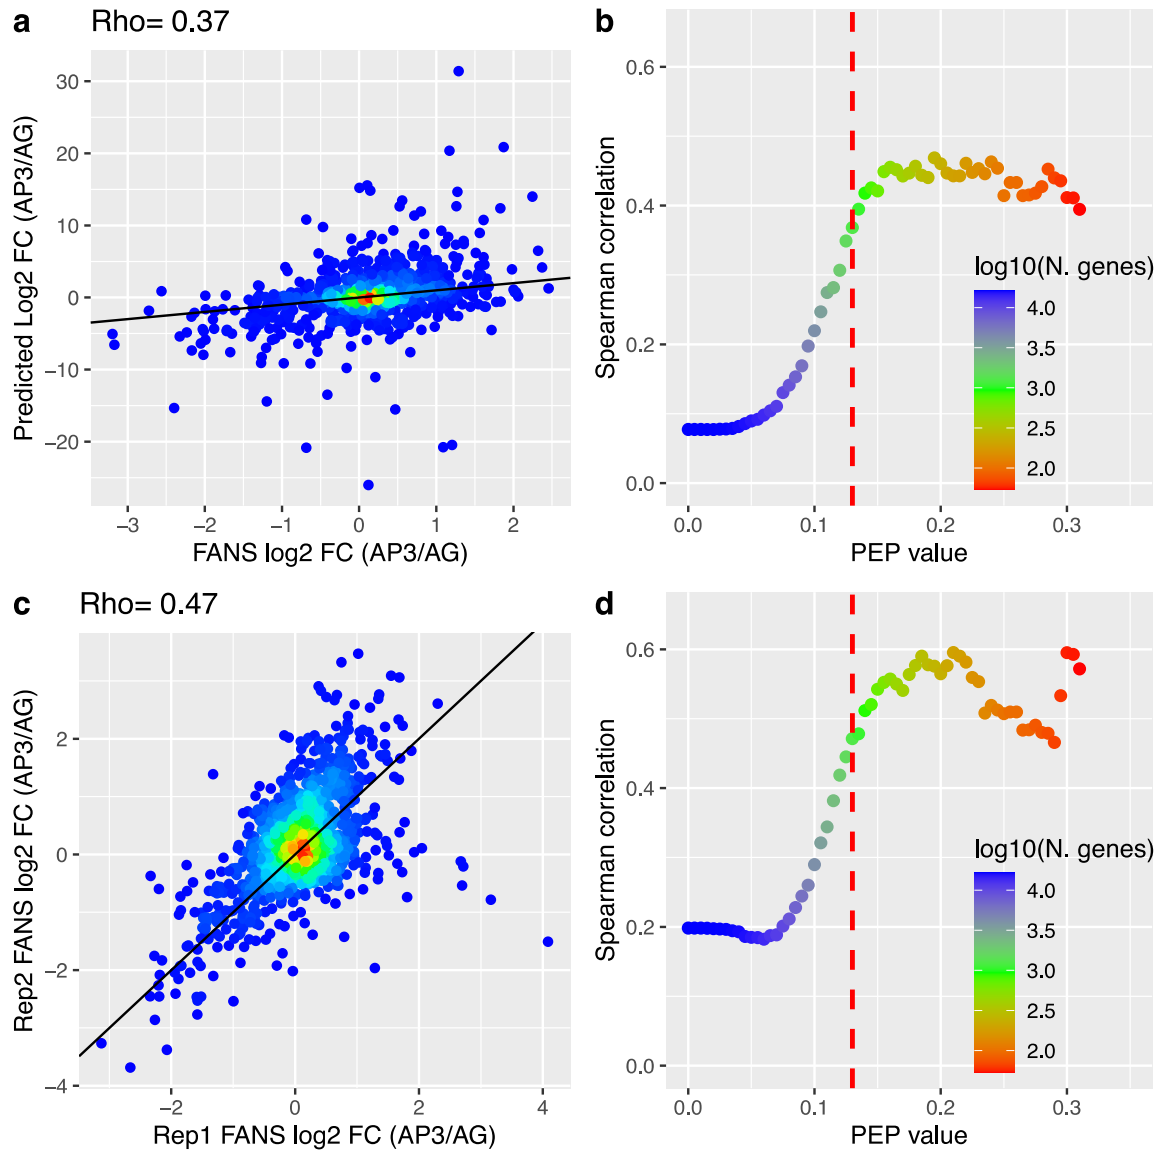

Supplementary Figure 12. **Prediction of AP3 vs AG domain-specific log2FC expression.** **a** Scatterplot showing the predicted change in expression between the AP3 and AG domain predicted by our method (y-axis) and observed by our bulk FANS RNA-seq data (x-axis) when using genes with  $PEP > 0.13$  ( $n = 1,306$ ). Continuous black line indicates the diagonal line. The associated Spearman correlation is 0.37. The associated spearman correlation for other values of PEP can be seen in **b**. Bottom row shows the scatterplot for the observed change in expression of both biological FANS bulk RNA-seq replicates for AP3 versus AG. Color in **b** and **c** indicates the number of genes predicted at this level of PEP. Vertical red line indicates the value of 0.13.

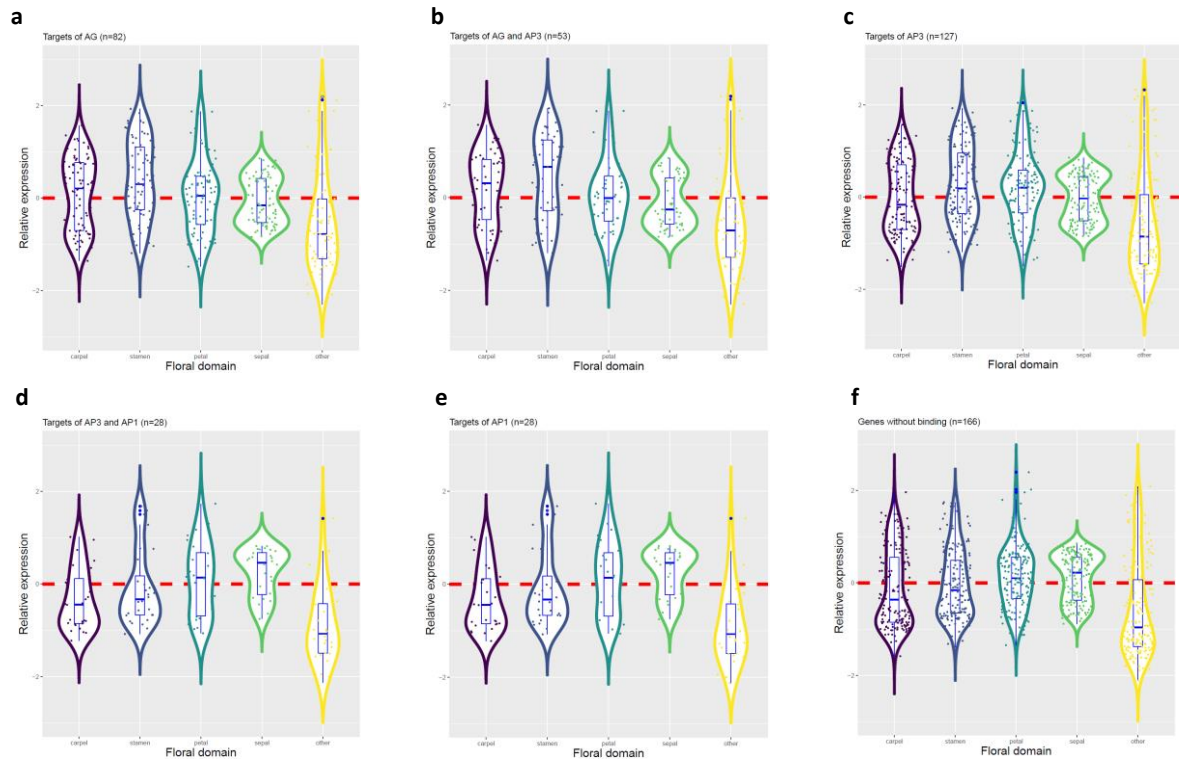

Supplementary Figure 13. **Gene expression distribution in the floral meristem whorls depending on TF binding.** Gene expression was standardized to mean 0 variance 1, after average expression was calculated for each gene in the different floral whorls. Floral whorls are defined as: carpel: cells expressing AG but not AP3 neither AP1; stamen: cells expressing AG and AP3 but not AP1, petals: cells expressing AP3 and AP1 but not AG; sepals: cells expressing AP1 but not AG neither AP3. Four groups of genes were considered: **a** genes with a AG binding in the gene body or the 2 kb regions around, **b** genes with AG and AP3 binding, **c** genes with an AP3 binding, **d** genes with an AP3 and AP1 binding, **e** genes with an AP1 binding and **f** genes without any AG, AP3, or AP1 binding. Note that binding events of several TFs to the same gene does not necessitate that these TFs bind as part of the same complex, their binding could be independent and occur in different cells. Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points). In the top of each figure, it is indicated the number of points (target genes) used.

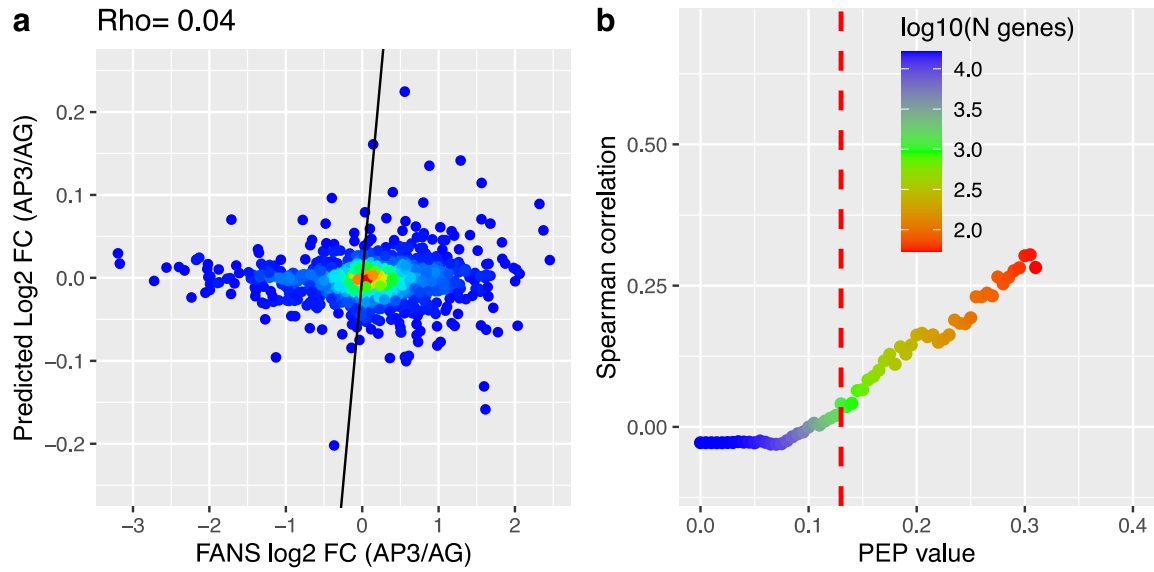

Supplementary Figure 14. **Prediction of AP3 vs AG domain-specific log2 FC expression directly from snRNA-seq.** **a** Scatterplot showing the predicted change in expression between the AP3 and AG domains predicted directly by the snRNA-seq (y-axis) or observed by our bulk RNA-seq data (x-axis) when using genes with PEP>0.13 (n=1,306). The associated Spearman correlation is 0.04 (pv< 0.14; not significant). The associated spearman correlation for other values of PEP can be seen in **(b)**. Vertical red line indicates the value of 0.13.

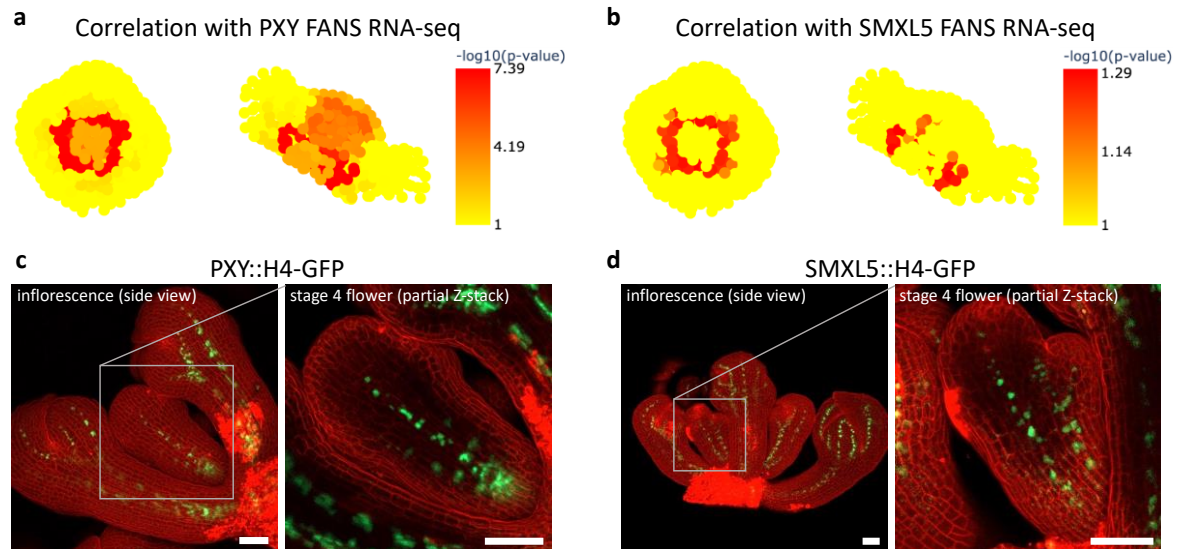

Supplementary Figure 15. **Localization of the vascular stem cells in the flower meristem.** Predicted location of the vascular stem cells was calculated by the  $-\log_{10}$  p-value of the Pearson correlation for different vascular FANS RNA-seq datasets (PXY: **a**, and SMXL5: **b**) to the reconstructed transcriptomes of each cell of the spatial map. **c** and **d** show H4-GFP expression (green) driven by the PXY and by the SMXL5 promoter, respectively. Images display side views of an inflorescence (left) and a stage 4 flower (right). For improved visualization of the GFP signal within the pedicel, the top layers of the Z-stack were removed from the orthogonal projection. Cell walls were stained using propidium iodide (red). Scale bars indicate 50  $\mu\text{m}$ . PXY and SMXL5 promoter-reporter lines have been described previously by Shi et al.<sup>9</sup> The experiment was performed at least twice for one representative line each.

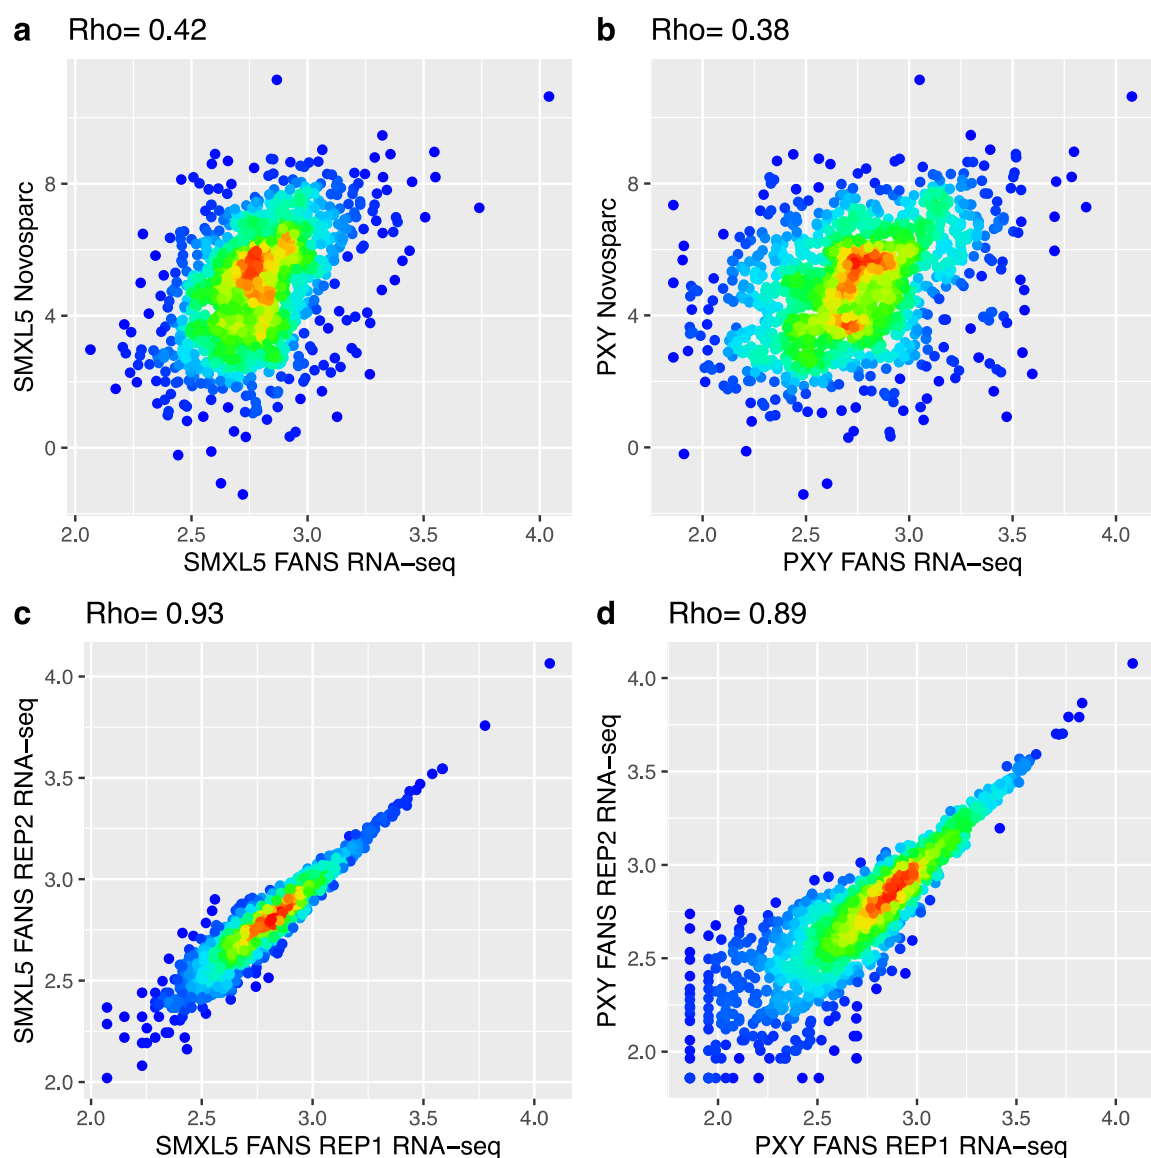

Supplementary Figure 16. **Prediction of vascular domain-specific expression.** Scatterplot showing the gene expression for SMXL5 (a), and PXY (b) domain predicted by our method (y-axis) and observed by publicly available FANS bulk RNA-seq data (x-axis) when using genes with PEP value>0.13 (n=1,306). Bottom row shows the scatterplot for the gene expression of both biological FANS bulk RNA-seq replicates for SMXL5 (c), and PXY (d).

## Supplementary References

1. Klepikova, A. V, Kasianov, A. S., Gerasimov, E. S., Logacheva, M. D. & Penin, A. A. A high resolution map of the *Arabidopsis thaliana* developmental transcriptome based on RNA-seq profiling. *The Plant Journal* **88**, 1058–1070 (2016).
2. Tian, C. *et al.* A gene expression map of shoot domains reveals regulatory mechanisms. *Nature Communications* **10**, 141 (2019).
3. Shi, D. *et al.* Tissue-specific transcriptome profiling of the *Arabidopsis* inflorescence stem reveals local cellular signatures. *The Plant Cell* **33**, 200–223 (2021).
4. Refahi, Y. *et al.* A multiscale analysis of early flower development in *Arabidopsis* provides an integrated view of molecular regulation and growth control. *Developmental Cell* **56**, 540-556.e8 (2021).
5. Tian, C. *et al.* A gene expression map of shoot domains reveals regulatory mechanisms. *Nature Communications* **10**, 141 (2019).
6. Klepikova, A. v, Kasianov, A. S., Gerasimov, E. S., Logacheva, M. D. & Penin, A. A. A high resolution map of the *Arabidopsis thaliana* developmental transcriptome based on RNA-seq profiling. *The Plant Journal* **88**, 1058–1070 (2016).
7. Ito, T. *et al.* The homeotic protein AGAMOUS controls microsporogenesis by regulation of *SPOROCTELESS*. *Nature* **430**, 356–360 (2004).
8. Nathanaël, P., Weibing, Y., Pradeep, D., M, M. E. & P, J. T. *SUPERMAN* prevents class B gene expression and promotes stem cell termination in the fourth whorl of *Arabidopsis thaliana* flowers. *Proceedings of the National Academy of Sciences* **114**, 7166–7171 (2017).
9. Shi, D. *et al.* Tissue-specific transcriptome profiling of the *Arabidopsis* inflorescence stem reveals local cellular signatures. *The Plant Cell* **33**, 200–223 (2021).

# Supplementary material for: A 3D gene expression atlas of the floral meristem based on spatial reconstruction of single nucleus RNA sequencing data
**Source:** Nat Commun. 2022 May 20;13:2838. doi: 10.1038/s41467-022-30177-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Gene expression prediction in the floral whorls

File Name: Supplementary Data 2

Description: UMAP cluster annotations and markers

File Name: Supplementary Data 3

Description: Program for gentleMACS Dissociator

How the deposited data were processed for this re-analysis (not part of the article)

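RNA was measured in GFP-positive nuclei sorted from inflorescences of the floral induction system at day 4 after induction with 2 µM DEX, when flowers are at about stage 5. There were 3 libraries from pAP3::NTF plants (X13, X16 and X74) and 3 from pAGi::NTF plants (X14, X26 and X71). The sample labels give the background as Ler. They give the libraries no replicate numbers, so libraries were told apart by the codes in their labels, and no column was left unmapped.

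The authors trimmed reads with Trimmomatic, mapped them to TAIR10 with STAR keeping uniquely mapped reads, and deposited a count of read pairs per gene for each of the 6 libraries, without normalization. According to the headers of the deposited count files, featureCounts 1.6.0 counted read pairs over the whole gene, introns included, without regard to strand. Reads of unspliced nuclear RNA are therefore in the counts, and reads of overlapping or antisense genes are less certain. The authors also deposited a table of variance stabilized values, which are on a log2-like scale, made with DESeq2 for 4 of the libraries, X13, X16, X14 and X26. The methods keep genes with more than 10 reads in at least 2 samples. The deposited table holds 18761 genes, which are the genes with more than 10 reads in at least 3 of its 4 libraries. The rule in the methods gives 19508.

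The count files list 33341 genes, of which 33056 matched a locus of the reference annotation and 33055 had identical start and end. The libraries held between 28808948 and 42089156 counts. Replicates differed by more than counting error, so the precision of most values was set by the 3 libraries per domain. Organelle genes were left out, and 20013 genes with more than 10 reads in at least 2 libraries were kept. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization, no block and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called. DESeq2 1.42.0 gave the alternative test and the variance stabilized values for correlations. A prior count of 2 was used for log2 CPM. The standard errors of edgeR's log2 fold changes were back-calculated from the F statistic of the test and are not estimates of the model itself. Counts of called genes, named genes, medians of marker lists and the main correlations were also computed for the 4 libraries of the authors' table.

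Correlations are Spearman's rho across genes, which are not independent replicates, so no p-value was attached. The predicted values, the PEP and the list of 1270 genes come from Supplementary Data 2. The paper gives 1306 genes for this list, so no overlap or enrichment test was run on it. Genes named in the text were fixed as those the paper names for the AP3 and AG domains, the further transcription factors PI and SEP3 whose binding Supplementary Data 2 lists, the tissue markers the paper names for its snRNA-seq clusters, and the 5 highest and 5 lowest log2 fold changes among called genes with a mean log2 CPM of at least 3 and domains that did not overlap. Genes of the marker lists are named as members of their lists.

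Lists of marker genes for phloem, xylem, procambium, epidermis, mesophyll, dividing cells and carpel were compared with 10000 random lists of the same size, drawn within 50 bins of mean expression. Trends with gene length and GC content were removed from each library with lowess (span 0.3). Alternatives tried were DESeq2, other normalizations, other filters on low counts, organelle genes kept, the library code as a block (X13, X14 and X16, then X71 and X74, then X26, which is alone in its block and so adds nothing to the comparison of domains in that fit), other correlations and gene sets, other predicted differences, and leaving out each library in turn. All 10 splits of the 6 libraries into 3 and 3 were also tested. On simulated counts for 19757 genes with 200 changed by a log2 fold change of 2, edgeR recovered 175 (87.5%) with 14 false calls and DESeq2 recovered 183 (91.5%) with 50 false calls. The snRNA-seq data and the predicted expression of the whole AP3 and AG domains were not analysed here.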

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

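The tests of gene length and GC content on the libraries X74 and X71, of a few genes taking most of the counts and of a library labelled with the other domain were chosen only after the result was seen, and the reading of the mesophyll test was changed after its value was seen. The marker lists were written after values of the markers the paper names, PXY and APL among them, had been seen, but before those of their own genes had.

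The libraries X74 and X71 are not in the authors' deposited table of variance stabilized values, and the paper reports no value for them. The difference between X74 and X71 was compared with the difference between AP3 and AG in the paper's 4 libraries. Across 20013 genes rho was 0.533, and across the 1270 listed genes 0.735. Both other ways of dividing those 4 libraries into pairs mix the domains, and gave 0.0868 and -0.0440. Over all choices of the pair to hold out, the 9 comparisons by domain gave from 0.182 to 0.553. The 36 that mixed the domains had a median absolute rho of 0.115 and a highest of 0.341, and 10 of them were at least as large as the lowest by domain. On log2 CPM the rho of X74 and X71 was 0.508. It was 0.509 after the trend of each library with gene length was removed, and 0.507 after that with GC content, although these corrections moved the fold change of the median gene by 0.0599 and 0.0418 on the log2 scale. The values therefore argue against either trend as the whole cause. A difference between the AP3 and AG domains stays open, as does any other difference between the plants with pAP3::NTF and those with pAGi::NTF, and neither was tested apart from the other.

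Genes of vascular tissue were much higher in the libraries labelled AG, which the paper does not report. The phloem, xylem and procambium lists hold 45 genes, of which 41 passed the read filter. Of these, 39 were higher in the libraries labelled AG, and 30 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all of them higher in AG. Their median log2 fold change (AP3/AG) was -2.65, or -2.57 with the 2 genes at the floor of 3 reads in a domain set to their bound. It lay below the 10000 random lists of matched expression, 95% of which had medians from -0.22 to 0.13. The median was -2.39 in the paper's 4 libraries, and from -2.79 (without X26) to -2.41 (without X14) with 1 library left out. None of the genes is in another list, 7 are in Supplementary Data 2, and 25 had a mean of at least 1 CPM in the libraries labelled AP3. The median was -2.65 for phloem (15 genes, 15 higher in AG), -3.61 for xylem (15 genes, 14 higher) and -1.35 for procambium (11 genes, 10 higher, 5 of the list in Supplementary Data 2). The exceptions, CESA4 (0.03) and MOL1 (0.16), are named after their values were seen.

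The abundant vascular genes did not all move alike. ACL5 stood at 112, 160 and 75.4 CPM in X14, X71 and X26, against 7.85, 9.93 and 10.7 in X13, X16 and X74. SUC2 stood at 23.7, 16.4 and 66.4 CPM, against 1.57, 2.1 and 3.45, and BAM3 at 133, 127 and 170 CPM, against 40.4, 56.1 and 42.5. Other list genes as abundant as these moved little and were not called by edgeR, among them LHW (-0.04), CNA (-0.69), TMO6 (-0.77), CVP2 (-0.71) and OPS (-0.57). LHW stood at 178, 166 and 245 CPM in X14, X71 and X26 against 179, 195 and 199 in X13, X16 and X74. These 8 genes are named after their values were seen. Of the markers the paper names and the lists do not hold, PXY had a log2 fold change of -1.82 (adjusted p = 0.000755 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and APL of -3.86 (adjusted p = 0.000105 from the same edgeR test). SMXL5, which the paper also names and the lists do not hold, had only -0.66 (adjusted p = 0.0739 from edgeR, and 0.359 in the paper's 4 libraries). Across the alternatives run for single genes, the adjusted p from edgeR or DESeq2 ran from 1.83e-15 to 0.00829 for PXY, from 7.53e-57 to 0.00301 for APL and from 0.0211 to 0.359 for SMXL5.

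Several technical explanations are argued against by the tables. A scaling factor for each library would move all lists alike, but the vascular median lay -3.24 from that of the epidermis list, where 95% of pairs of random lists differed by -0.373 to 0.176. A few genes taking most of the counts of a library would lower its other genes by a single factor too, and are argued against by the same -3.24. The vascular median was -2.64 after the trend with gene length was removed, -2.67 after that with GC content, -2.55 after all libraries were thinned to the smallest, and -2.60 with the library code as a block. In each case it stayed below the random lists. In the fit with the block X26 is alone in its block, so that value rests on the other libraries, and without X26 and with no block it was -2.79. The fold change of the median gene moved by 0.119 on the log2 scale in the fit with the block and by 0.0126 with the thinning. Leaving out the 50 most counted genes moved it by only 0.0028 and was not used as a test. A library labelled with the other domain is argued against by the ratio of AG to AP3 reads, which in the lowest library labelled AG was 1.67 times that in the highest labelled AP3. The AG transcript alone goes the other way, with 41.5, 75.4 and 94.3 CPM in X13, X16 and X74 against 38.4, 41.2 and 14.2 in X14, X71 and X26, as an exchange of all labels would give, whereas the AP3 transcript, with a log2 fold change of 2.36, goes against such an exchange. A single exchanged library would shrink the vascular difference.

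Among what stays open, more nuclei of vascular tissue in the libraries labelled AG is a candidate explanation. The vascular median of -2.65 is what it needs, in genes other than PXY and APL, but higher expression of these genes within floral nuclei would give the same value, so it does not tell these apart. A lower share of floral nuclei, with every other tissue raised alike, cannot be told apart from it. The mesophyll median lay 2.7 above the vascular median, outside the -0.172 to 0.381 of 95% of pairs of random lists. The mesophyll genes other than CA1, however, stood at 19.3 CPM or more in every library, so a small share of such nuclei would be hidden in them. That test was first to count as evidence against this explanation. The mesophyll list (12 genes, 5 higher in AG) had a median of 0.05, or -0.05 without X13 and -0.09 without X26. Its least abundant genes, CA1 (-1.08, 4.04 CPM in X13), LHCB1.1 (-1.02) and LHCB2.1 (-0.47), were among those higher in AG. None of these was called by edgeR, and they are named after their values were seen. The epidermis list (13 genes past the filter, 3 higher in AG, 12 of the list in Supplementary Data 2) had a median of 0.59, above the random lists. The list of dividing cells (10 genes) had a median of 0.30, at percentile 99.2, which fell to 0.12 without X74 and 0.16 without X26. These 3 lists share no gene with another list, and each of their genes past the filter had a mean of at least 1 CPM in the libraries labelled AP3. The domains themselves may also differ in vascular precursors, and the second intron of AG may be active in such cells. In the paper's prediction PXY is highest in the AGOnly region (1.29). These biological explanations were not tested.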

How the results depend on the processing

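The alternatives given here, the test behind each result and the rule for the named genes were fixed before the data were examined. Only the tests on the paper's 4 libraries alone, with edgeR or DESeq2, were chosen after the result was seen. This does not cover the tests of explanations, the splits or AP1Only minus AGOnly. No paired analysis was possible because the labels give no replicate numbers.

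In place of the 1554 genes called by edgeR in the 6 libraries, DESeq2 called 2435, and 330 rather than 211 of the listed genes. In the paper's 4 libraries edgeR called 1022 genes and 114 listed ones, a fit with fewer samples. Leaving out 1 library gave from 737 (without X16) to 1480 (without X74) genes, with 953 without X13 and 981 without X71. Among the listed genes it gave from 110 (without X16) to 201 (without X14), with 128 without X71. Other normalizations, other filters, organelle genes kept, the library code as a block, and a log2 fold change over 1 as well stayed within 1.5 times the counts. The median log2 fold change of all genes was 0.03 with TMM, 0.03 with DESeq2's size factors and 0.00042 with upper quartiles.

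With all genes past the filter in place of the listed ones, the mean rho of replicates rose to 0.971 for AP3, that between domains rose to 0.944 and that of fold changes fell to 0.354. Pearson's r of fold changes was 0.682. With 1 library left out, the rho of replicates was from 0.937 (without X16) to 0.970 (without X13) for AP3 and from 0.934 (without X71) to 0.974 (without X26) for AG. The correlation with the predicted difference fell to 0.117 for the mean of AGAP3 and AP3AP1 minus the mean of AGOnly and AP1Only. The cause of these changes was not tested. DESeq2, the variance stabilized difference, Pearson's r and the filter on 10 reads moved the correlation with AP3AP1 minus AGOnly by less than the SD of single pairs.

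Of the named genes, 2 changed direction, and neither was called in any setting run for single genes. LOX2 had a log2 fold change of 0.17, which was -0.0341 with the library code as a block and from -0.26 (without X74) to 0.51 (without X16) with 1 library left out, including -0.10 without X26. REM34 had -0.18, and from -0.33 (without X74) to 0.0661 (without X13). The cause was not tested. Over the 373 comparisons of named genes with the alternatives set beforehand, 324 kept their direction and side of the threshold, 33 lost the call, 12 gained one and 4 changed direction. Of the 33 lost calls, 32 came with a library left out, where fewer samples enter the fit. With all libraries thinned to the smallest, 1564 genes were called. Whether more than its 28808948 counts would change the calls was not tested.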

Differences from the paper's values

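The region difference AP1Only minus AGOnly and the fits on the paper's 4 libraries were tests chosen only after the result was seen.

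For the correlation of measured and predicted log2 fold change, the paper's value is 0.37, and the value here was 0.282 with AP3AP1 minus AGOnly in the 6 libraries. Of the alternatives set before the data were examined, leaving out X13 (0.309) or X71 (0.309) brought it within the SD of single pairs of libraries. DESeq2, the variance stabilized difference, Pearson's r, the filter on 10 reads, the library code as a block, the other predicted difference and leaving out any other library did not. With AP1Only minus AGOnly, chosen after seeing the values, it was 0.358 in the 6 libraries and 0.361 in the paper's 4. The paper compares domains predicted from all their cells, which were not analysed here.

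By PEP, the paper's values in Supplementary Fig. 12b, read by eye, were about 0.42 over 0.15, about 0.46 over 0.20, about 0.41 over 0.25 and about 0.41 over 0.30. Here, with AP3AP1 minus AGOnly in the 6 libraries, they were 0.307, 0.325, 0.216 and 0.191. Of the alternatives set before the data were examined, DESeq2 and leaving out each library were run at these thresholds. The genes with a PEP from 0.15 to 0.20 were also set against the value over 0.15. None of these closed the gap. AP1Only minus AGOnly was not run at these thresholds, and domains predicted from all their cells were not analysed. Whether the gap comes from the predicted difference used here therefore stays open.

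The paper states that the correlation rises with the PEP, for domains predicted from all their cells. The values that follow are for AP3AP1 minus AGOnly, so they do not test that statement directly. In the paper's 4 libraries the correlation was 0.265 over 0.13, 0.297 over 0.15, 0.291 over 0.20, 0.187 over 0.25 and 0.198 over 0.30. In the 6 libraries it rose up to a PEP over 0.20 and was lower over 0.25 and over 0.30. The paper's methods keep genes with enough reads in at least 2 samples, whereas the deposited table was matched by at least 3 of 4 libraries.

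Supplementary Data 2 calls 240 of the listed genes, and edgeR called 211 in the 6 libraries and 114 in the paper's 4. DESeq2 on the 4 libraries with the genes of the deposited table, chosen after seeing the values, called 241, of which 239 were shared. AP3, which the supplement lists with an adjusted p of 0.000463, was called by edgeR in the 6 libraries but had an adjusted p of 0.0944 from edgeR and 0.18 from DESeq2 in the 4, within a range of 2.37e-06 to 0.18 over the settings run for single genes. AP2, which the supplement lists at 0.027, had 0.0829 from edgeR in the 6 libraries. It was called by DESeq2 in the 6 (0.00975) and, chosen after seeing the values, in the 4 (0.0237), within a range of 0.00975 to 0.251. PI, which the supplement lists at 0.0197, had an adjusted p of 0.0531 from edgeR in the 6 libraries. It was called by DESeq2 in the 6 (0.000814), by edgeR with the library code as a block (0.0412), without X14 (0.0273) and without X26 (0.0388), and by DESeq2 in the 4 (0.0188), chosen after seeing the values. Its range was 0.000814 to 0.189. SEP3, listed at 0.00535, had an adjusted p of 0.0337 from edgeR in the 6 libraries (log2 fold change 1.76). It was not called by edgeR in the 4 (0.132) or without X16 (0.0923), X74 (0.0706) or X71 (0.0858). DESeq2 called it in the 4 (0.00522), chosen after seeing the values. PTL goes the other way, listed at 0.064 but called by edgeR in the 6 libraries (0.0312). DESeq2 in the 4, also chosen after seeing the values, gave PTL 0.0482, and edgeR 0.106.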

Other observations

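The counts over splits of the libraries and the test of the axis from the AP1 to the AG region were chosen only after the result was seen, and the reading of the carpel test was changed after its value was seen.

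The 6 libraries can be split into 3 and 3 in 10 ways. The real split was 1 of 10 to call as many as 1554 genes with an adjusted p under 0.05 from edgeR, and 1 of 10 to call as many as 211 listed genes. Each of the other 9 splits called 0 genes, with between 98 and 1990 genes at an unadjusted p under 0.05, against 3934 in the real split. Among the listed genes these were between 5 and 108, against 432. The split of X13, X16 and X14 against the rest, which follows the library codes, called 0 genes, with 976 at an unadjusted p under 0.05. For the correlation with the predicted difference, 3 of 10 splits were as large. The share cannot fall under 0.1 with 10 splits, so the share alone cannot exclude chance at 0.05 for any of these. For called genes, edgeR tested each gene within the split, and 1554 passed against 0 in each of the other 9 splits. Among the listed genes it was 211 against 0. Each of the other 9 splits, however, has both domains within its groups. A difference between the domains would widen the spread there and lower the calls. The 0 calls are therefore no measure of chance, and beyond edgeR's own test these counts draw no conclusion on it. The correlation with the predicted difference was matched by other splits and stays open.

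The AG transcript was not higher in the libraries labelled AG, with a log2 fold change (AP3/AG) of 1.17. Nuclei without AG expression in the libraries labelled AG is a candidate explanation that cannot be told apart from others. The carpel list had a median log2 fold change of 0.42 and passed the limit set for it, at percentile 97.6 of the random lists, which was first to count in favour. Only 7 of its 11 genes passed the filter and 2 were higher in AG. The median was -0.14 without X26 and 0.78 without X14, so too few genes and libraries decide it. None of the list is in Supplementary Data 2 or in another list, and 5 had a mean of at least 1 CPM in the libraries labelled AP3. A lower activity of AG than of its second intron in the construct stays open, untested.

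The measured difference may follow an axis from the AP1 region to the AG region more than the AP3 domain. Its rho with predicted AP1Only minus AGOnly was 0.358, which is 0.0766 above that with AP3AP1 minus AGOnly. It was the higher in each of the 6 fits with 1 library left out, from 0.314 (without X26) to 0.376 (without X71). The measure was chosen from the same values, so it remains a hypothesis.

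The highest log2 fold changes (AP3/AG) past the rule for named genes, after UFO, were those of MYB37 (3.07), PBP1 (2.82), FOP1 (2.66) and AT5G49700 (2.65). MYB37 was no longer called without X71 (adjusted p = 0.0544 from edgeR), and PBP1 was no longer called without X13 (0.0541), X74 (0.062), X14 (0.0771) or X26 (0.0956). Neither was called in the paper's 4 libraries by edgeR (0.0805 and 0.0577). Over the settings run for single genes the adjusted p from edgeR or DESeq2 ran from 7.72e-08 to 0.0805 for MYB37 and from 1.25e-05 to 0.0956 for PBP1. The lowest were PWD (-5.37), AT2G32870 (-5.31), AT2G39855 (-5.29), TPPH (-5.23) and NRAMP6 (-5.23), each called in every setting run for it. TPPH did not pass the filter of at least 10 reads in every library. PWD stood at 70.2, 105.7 and 290 CPM in X14, X71 and X26, against 2.66, 5.26 and 3.4 in X13, X16 and X74. No explanation was tested for these genes.

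Of the markers the paper names for epidermal and other clusters, TRY (1.79) and PDF1 (1.64) were higher in the libraries labelled AP3, with an adjusted p from edgeR of 0.00967 and 0.0232. Over these settings they ran from 1.18e-06 to 0.0435 for TRY and from 2.01e-06 to 0.111 for PDF1, which was lost without X16 (0.0744) or X71 (0.093). CYP708A3 (-1.87) was lower, with an adjusted p from edgeR of 0.0113, and was lost without X16 (0.0623), which was its highest over these settings, the lowest being 1.61e-08. The calls of ATML1 (1.09), TCL1 (-1.80) and JKD (-0.81) each depended on single libraries. ATML1 had an adjusted p of 0.0369 from edgeR and was lost without X13 (0.098), X16 (0.101), X71 (0.134) or X26 (0.113), TCL1 had 0.0255 and was lost when any library but X74 was left out, up to 0.107 without X16, and JKD had 0.0186 and was lost without X13 (0.0643), X74 (0.0569) or X14 (0.0682). PDF2 (0.77), SMXL5 (-0.66) and CHAL (-1.17) were not called by edgeR in the 6 libraries but were by DESeq2, with an adjusted p of 0.00735, 0.0211 and 0.00433. Their highest over these settings were 0.182, 0.359 and 0.207, and edgeR called CHAL in the paper's 4 libraries (0.0187), without X74 (0.00617) and with the library code as a block (0.0326). Over these settings, the lowest adjusted p from edgeR or DESeq2 was 0.000981 for ATML1, 7.38e-08 for TCL1, 0.000634 for JKD and 1.46e-05 for CHAL, and the highest for JKD was 0.0898. CDC20.2 (0.57), ANT (0.38) and REC1 (-0.19) were not called by edgeR in the 6 libraries. DESeq2 called CDC20.2 in the 6 (adjusted p 0.0174, range 0.0174 to 0.617).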
